# Continuous ZnO nanoparticle exposure induces melanoma-like skin lesions in epidermal barrier dysfunction model mice through anti-apoptotic effects mediated by the oxidative stress–activated NF-κB pathway

**DOI:** 10.1186/s12951-022-01308-w

**Published:** 2022-03-05

**Authors:** Ping Wang, Guodong Hu, Wen Zhao, Juan Du, Menghan You, Mengying Xv, Hong Yang, Min Zhang, Fang Yan, Mianbo Huang, Xueer Wang, Lin Zhang, Yinghua Chen

**Keywords:** Zinc oxide nanoparticles, Epidermal barrier dysfunction skin, Melanocyte, Oxidative stress, Anti-apoptosis, NF-κB p65

## Abstract

**Background:**

Increasing interest in the hazardous properties of zinc oxide nanoparticles (ZnO NPs), commonly used as ultraviolet filters in sunscreen, has driven efforts to study the percutaneous application of ZnO NPs to diseased skin; however, in-depth studies of toxic effects on melanocytes under conditions of epidermal barrier dysfunction remain lacking.

**Methods:**

Epidermal barrier dysfunction model mice were continuously exposed to a ZnO NP-containing suspension for 14 and 49 consecutive days in vivo. Melanoma-like change and molecular mechanisms were also verified in human epidermal melanocytes treated with 5.0 µg/ml ZnO NPs for 72 h in vitro.

**Results:**

ZnO NP application for 14 and 49 consecutive days induced melanoma-like skin lesions, supported by pigmented appearance, markedly increased number of melanocytes in the epidermis and dermis, increased cells with irregular nuclei in the epidermis, recruited dendritic cells in the dermis and dysregulated expression of melanoma-associated gene *Fkbp51*, *Trim63* and *Tsp 1*. ZnO NPs increased oxidative injury, inhibited apoptosis, and increased nuclear factor kappa B (NF-κB) p65 and Bcl-2 expression in melanocytes of skin with epidermal barrier dysfunction after continuously treated for 14 and 49 days. Exposure to 5.0 µg/ml ZnO NPs for 72 h increased cell viability, decreased apoptosis, and increased Fkbp51 expression in melanocytes, consistent with histological observations in vivo. The oxidative stress–mediated mechanism underlying the induction of anti-apoptotic effects was verified using the reactive oxygen species scavenger N-acetylcysteine.

**Conclusions:**

The entry of ZnO NPs into the stratum basale of skin with epidermal barrier dysfunction resulted in melanoma-like skin lesions and an anti-apoptotic effect induced by oxidative stress, activating the NF-κB pathway in melanocytes.

**Graphical Abstract:**

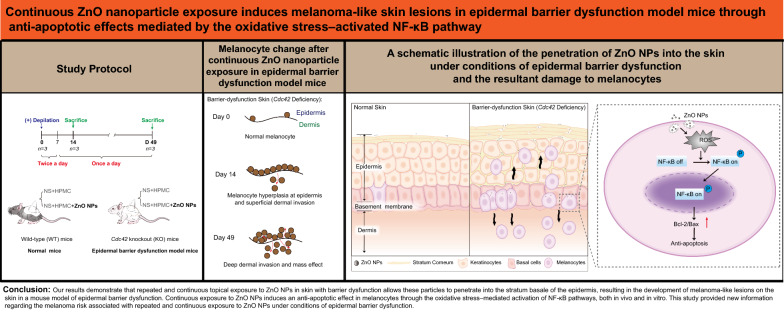

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12951-022-01308-w.

## Introduction

Zinc oxide nanoparticles (ZnO NPs) are well known and widely used in many dermatological preparations and dermo-cosmetic products, such as sunscreens, due to their opacifying, antimicrobial, and ultraviolet (UV)-protective properties [1]. The utilization of ZnO NPs has increased due to their good dispersion quality, transparency, and non-comedogenic properties. ZnO NPs with a diameter between 20 and 100 nm are incorporated into sunscreen formulations [2]. However, NPs exhibit unique physicochemical properties and are often more toxic than their non-nanoscale counterparts [3, 4]. Therefore, great attention has been paid to the hazardous properties of ZnO NPs applied to the skin. Investigations of skin penetration have demonstrated that ZnO NPs typically do not infiltrate the epidermis [5–7] due to the strong barrier function of healthy skin, which prevents the infiltration of external materials into the epidermis; however, certain pathological skin conditions accompanied by epidermal barrier injury, such as eczema and UV damage, are at increased risk of penetration by topically applied metal oxide NPs [8, 9]. Ilves et al. suggested that atopic dermatitis (AD)-like skin enabled partial penetration of ZnO NPs through the damaged epidermis into the viable layers of the skin [1]. The physical skin barrier is mainly localized in the stratum corneum, which plays a critical role in preventing damage due to environmental stress [10]. Zhang et al. found that *Cdc42* played crucial roles in regulating the balance between keratinocyte proliferation and differentiation and in the integrity of cell–cell junctions in epidermal development. *Cdc42* is essential for epidermal barrier formation, and *Cdc42* deficiency might be associated with skin barrier damage or dysfunction [11].

Reports have suggested that ZnO NPs in sunscreens can penetrate injured or diseased skin, such as skin with sunburn, acne, or eczema, and skin with psoriasis-like features [1, 12]. Some studies have shown that NPs deposited in target organs can generate excessive oxidative stress, triggering injurious responses, such as apoptosis and DNA damage [13, 14]. Kocbek et al. showed that ZnO particles stimulated the reactive oxygen species (ROS) production inside keratinocytes [15]. Accordingly, keratinocyte viability was reduced by ZnO NPs with the concentration beyond 15 µg/ml. After 3 months, NPs were found to be present in an aggregated state within the cell cytoplasm, causing altered cell morphology. Cancer is commonly characterized by the deregulation of apoptotic cell death machinery, and changes in apoptosis can promote tumor development [16]. The upregulation of oxidative stress induced by the penetration of ZnO NPs may affect apoptotic pathways, resulting in increased carcinogenesis and malignant transformation.

Melanocytes are located in the basal layer of the epidermis and are characterized by their capacity to produce melanin, which protects the skin from damaging UV irradiation. Melanocytes are particularly sensitive to cellular damage because they are constantly exposed to multiple environmental factors, including solar radiation, which can result in the development of a continuous, low-grade oxidative state. Melanin can serve as both an antioxidant and an oxidant, depending on its redox state [17]. Oxidative stress has been shown to be involved in all stages of carcinogenesis and malignant melanocyte transformation [18–20]. However, the effects of these stress reaction reduced by ZnO NPs on melanocytes have not been studied until now. The abnormal proliferation of melanocytes in the epidermis or dermis leads to skin hyperpigmentation, accompanied by random and discontinuous cytological atypia, which is characteristic of the malignant transformation of melanocytes [21]. Melanomas are among the most immunogenic tumors, and result in the recruitment of innate immune cells, and changes of immune cells could improve the progression of malignant melanoma [22].

The balance between pro-apoptotic and anti-apoptotic protein regulators is a critical determinant for whether a cell undergoes apoptosis, and the dysregulation of apoptotic pathways is considered an underlying mechanism associated with cancer development [23, 24]. Bcl-2 serves as an “apoptotic switch,” and Bcl-2 family members can be classified as either anti-apoptotic, such as Bcl-2 and Bcl-xL, or pro-apoptotic, such as Bax and Bak, depending on their functions [25]. Melanocyte transformation is accompanied by high levels of ROS, particularly superoxide, which can activate nuclear factor kappa B (NF-κB) [26]. During melanocyte transformation, the disorganization of the melanosomal structure has been proposed to disrupt the response to ROS within the matrix, allowing the leakage of free radicals into the cytoplasm and leading to intracellular oxidative stress. Increased oxidative stress levels trigger the activation of NF-κB and other transcription factors to initiate a downstream stress response, including the induction of anti-apoptotic pathways [27].

In this study, a keratinocyte-specific *Cdc42* knockout (KO) mouse model of epidermal barrier dysfunction was used to examine the effects of continuous ZnO NP exposure on epidermal melanocytes in skin with damaged barrier integrity. The aim of this study was to investigate the influence of ZnO NPs on melanocytes under conditions associated with a high degree of epidermal barrier dysfunction, such as those caused by injury or disease, to determine whether ZnO NPs can induce malignant melanocyte transformation following penetration through damaged skin.

## Materials and methods

### Preparation and characterization of ZnO NP suspensions

ZnO NPs were purchased from Sigma-Aldrich (St. Louis, MO, USA). The morphology and size of the particles were characterized by transmission electron microscopy (TEM) (2100F, JEOL, Tokyo, Japan). The X-ray diffraction (XRD) pattern was recorded using a Rigaku Miniflex-II x-ray diffractometer (Tokyo, Japan).

To prepare a suspension for use in animal experiments, ZnO NPs were dispersed in normal saline (NS) containing 1% hydroxypropyl methylcellulose (HPMC) [12] at a concentration of 40 mg/ml. HPMC was used as a suspending agent to ensure that the NPs were uniformly dispersed and to increase operability. The suspension was ultrasonically dispersed in an ice bath for 30 min before each use.

To prepare a stock solution for the cell experiments, ZnO NPs were dispersed in phosphate-buffered saline (PBS) at a concentration of 2 mg/ml and autoclaved. The working solution was the stock solution diluted with melanocyte medium and was ultrasonically dispersed in an ice bath for 15 min before each use [12].

### Animals and treatments

C57BL/6 J mice expressing Cre recombinase under the control of the K5 proximal promoter used in the study were obtained from Dr Xiao Yang’s laboratory at Academy of Military Medical Sciences (Beijing, China). The *Cdc42*^*flox/flox*^ homozygous transgenic C57BL/6J mice used in this study were gifts from Yi Zheng at the University of Cincinnati (Cincinnati, OH, USA). Animals were housed under specific pathogen-free conditions in the animal facility at Southern Medical University Laboratory Animal Center Research Foundation. All animal studies were approved by the Bioethics Committee of Southern Medical University (No. L2018133).

12-week-old female *Cdc42* KO mice weight 21.3 ± 0.7 g were used as a model of epidermal barrier dysfunction. After the successful establishment of the model was histologically confirmed, mice were randomly distributed into four groups containing three mice per group: wild-type (WT) and *Cdc42* KO mice were divided into negative control and ZnO NP treatment groups. The protocol used for the percutaneous application of ZnO NPs to mice is shown in Fig. 1b. A 10-cm^2^ area of the dorsal skin was shaved, and a ZnO NP suspension was applied at a dose of 2 mg/cm^2^ [28]. A 500-μL aliquot of NS (containing 1% HPMC) or a ZnO NP suspension (consisting of NS, r1% HPMC, and ZnO NPs) was topically applied twice daily for 7 days and once daily from days 8–49 for both WT and *Cdc42* KO mice [29]. Three mice were anaesthetized with 1% pentobarbital (0.1 ml per 20 g i.p.) at each time point before obtaining skin tissue. The skin tissue were cut into 1-cm^2^ full-thickness pieces and washed three times with PBS. The freshly collected skin were fixed or frozen.

**Fig. 1:**
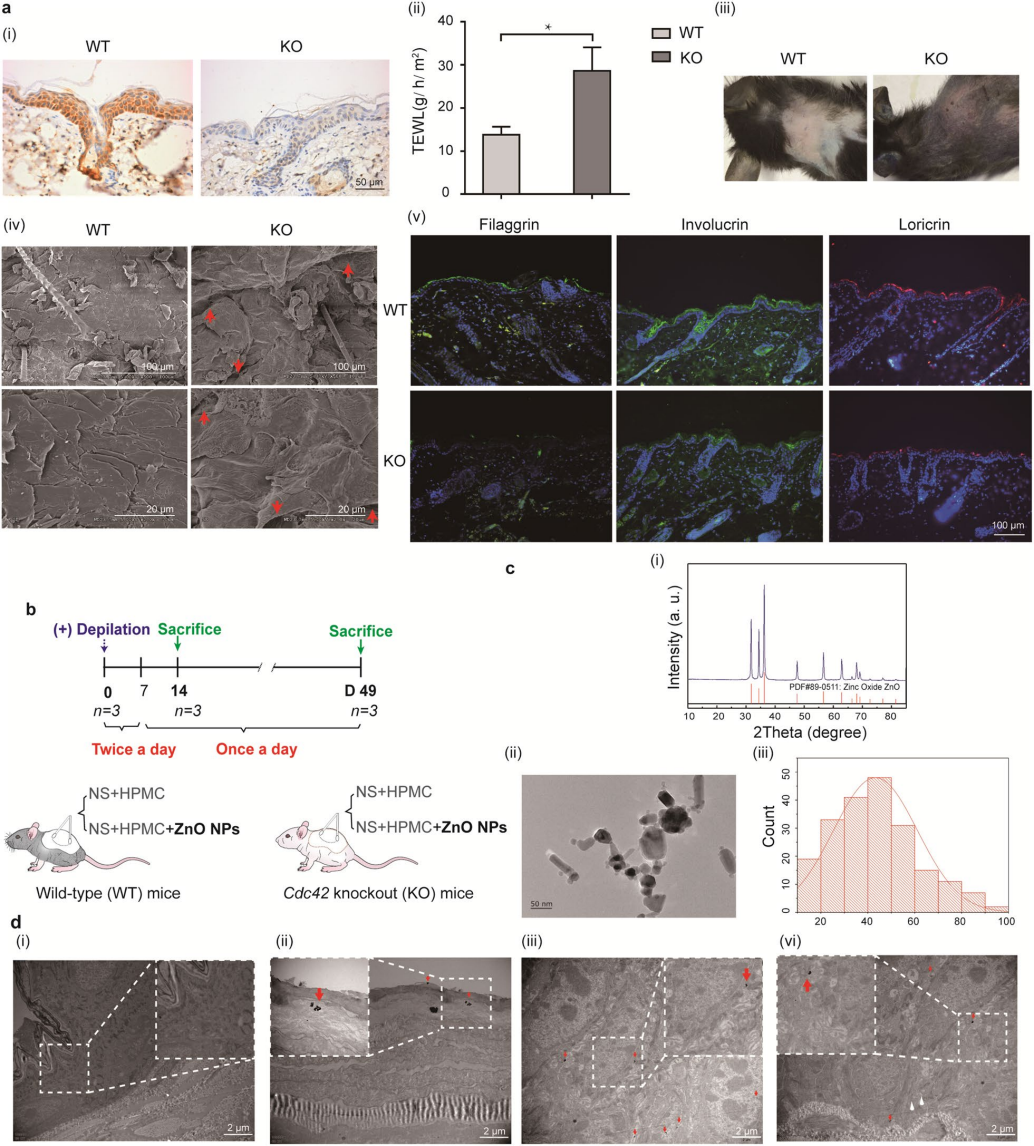
The morphology of ZnO NPs and their translocation into the skin after topical application. **a** Epidermal barrier dysfunction caused by *Cdc42* KO. i) immunohistochemistry image of *Cdc42* expression in skin of WT and *Cdc42* KO mice. Scale bar = 50 μm. ii) TEWL measurement. Data represents Mean ± SD (n = 3). *p < 0.05. iii) Skin permeability assay using X-gal staining in WT and *Cdc42* KO mice. iv) SEM of dorsal skin of WT and *Cdc42* KO mice. Scale bars = 100 or 20 μm. v) Immunofluorescence image of filaggrin, loricrin, and lnvolucrin expression in the skin of WT and *Cdc42* KO mice. Scale bar = 100 µm. **b** Experimental design for the ZnO NP treatment of WT and *Cdc42* KO mice. n = 3. **c** Characterization of ZnO NPs. i) The XRD spectrum of NPs compared against the reference material, zincite (red lines). ii) The primary size and morphology of ZnO NPs. Scale bar = 50 nm. iii) Size distribution of ZnO NPs. Particle measurements (n = 207) were performed on individual ZnO NPs. **d** i) TEM of skin tissue from WT mice after 14 days of continuous treatment with ZnO NPs. Scale bar = 2 µm. TEM of skin tissue from *Cdc42* KO mice after 14 days of continuous treatment with ZnO NPs. The presence of ZnO NPs is denoted by red arrows. ZnO NPs were detected in the stratum corneum (ii), the stratum spinosum (iii), and the stratum basale (iv). Scale bar = 2 µm. Region of Interest (ROI) at × 4 magnification

### Cell culture and treatments

Human epidermal melanocytes (HEMs) were purchased from Sciencecell (Carlsbad, CA, USA) and maintained in melanocyte medium containing 1% melanocyte growth supplement (Carlsbad, CA, USA), 0.5% fetal bovine serum (Carlsbad, CA, USA), and 1% penicillin/streptomycin (Carlsbad, CA, USA) at 37 °C in a humidified atmosphere of 5% CO_2_. The culture medium was replaced every other day, and cells were passaged upon reaching approximately 90% confluence. HEMs were cultured in diluted ZnO NP working solution containing 2.5, 5.0, 7.5, or 10 µg/ml ZnO NPs for 24, 48 and 72 h.

*N*-acetylcysteine (NAC) (Sigma-Aldrich; 20 mM), the *N*-acetyl derivative of cysteine, inhibits ROS in HEMs were treated with 5.0 µg/ml ZnO NPs for 24, 48 and 72 h.

### TEM and scanning electron microscopy (SEM) observation of skin tissue

Skin tissue samples (1 × 2 mm^2^ in area) were cut from the central area of freshly excised dorsal skin using a sharp surgical blade. Samples were immersed in 2.5% glutaraldehyde and incubated overnight at 4 °C. The samples were then embedded, and ultrathin slices were prepared. The nanoparticle localization was evaluated using TEM (H-7500, Hitachi, Japan). Skin tissue was evaluated using SEM (S-3000-N, Hitachi, Ltd., Japan).

### Histopathological examination of skin tissue and HEMs

Freshly excised dorsal skin pieces were immersed in 4% paraformaldehyde for 24 h and embedded in paraffin after dehydration through graded ethanol and xylene solutions. Sections were prepared at a thickness of 4 µm. Hematoxylin and eosin staining was performed for histological analysis. Immunohistochemical analysis was used to detect the numbers of cells labeled with deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining (Beyotime Biotechnology, China), and antibodies against CD4 (1:300, Immunoway, China), IL2RA (CD25, 1:100, ABclonal, US), CD68 (1:1000, Proteintech, US), CD80 (1:300, Proteintech, US), CD86 (1:100, ABclonal, US), CD163 (1:2000, Proteintech, US), Ki67 (1:200, Abcam, UK), 8-hydroxydeoxyguanosine (8-OHdG) (1:1000, JaICA, Japan) and Tyrosinase (Tyr) (1:250, Santa Cruz Biotechnology, Santa Cruz, CA, US) were used to detect the expression of these proteins. Images were captured using a biological microscope (DM40008, Leica, Germany). The number of positive cells per sample in epidermis was assessed by Image J software. Ten representative randomly chosen, nonadjacent, nonoverlapping fields at × 400 magnification were used for positive cell counting. The positive cell counts were recorded as cells / 0.01 mm^2^ per unit area.

### Measurements of oxidative stress biomarkers in vivo

Skin tissues that had been frozen in liquid nitrogen and stored at − 80 °C were homogenized in precooled NS using a tissue homogenizer. The homogenates (1:10 w/v) were centrifuged at 1006 × g for 10 min at 4 °C to obtain supernatants. Cells were lysed and collected. The protein concentrations of the samples were determined using a BSA kit (GBCBIO, China). The levels of catalase (CAT), glutathione (GSH), total superoxide dismutase (T-SOD) and malondialdehyde (MDA) were determined using commercial kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China), according to the manufacturer’s instructions.

### RNA sequencing (RNA-seq)

RNA from the skin of *Cdc42* KO and WT mice after ZnO NP or control treatment for 14 days were prepared for RNA-seq (three biological replicates for each group). RNA-seq experiments were performed by Novogene (Beijing, China). Briefly, total RNA was isolated from fresh skin tissue using TRIzol. mRNA was then purified from total RNA using poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBotHS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina HiSeq platform and 125/150 bp paired-end reads were generated. For the data analysis, raw data (raw reads) in fastq format were first processed through in-house Perl scripts. Clean data (clean reads) were obtained by removing reads containing adapters, reads containing poly-N, and low-quality reads from raw data. Reference genome and gene model annotation files were downloaded from genome website directly. An index of the reference genome was built using STAR, and paired-end clean reads were aligned to the reference genome using STAR (v2.5.1b). STAR uses the method of Maximal Mappable Prefix (MMP). HTSeq v0.6.0 was used to count the read numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of three biological replicates per condition was performed using the DESeq2 R package (1.10.1). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate. Genes with an adjusted P-value < 0.05 found by DESeq2 were assigned as differentially expressed. Analysis of differential expression was performed using the edgeR R package (3.12.1). The P values were adjusted using the Benjamini and Hochberg method. The hierarchical clustering heat map was generated with the ggplot library. The sequencing data are available through the GEO database with accession number GSE183662.

### Quantitative real-time reverse transcriptase PCR (qRT-PCR) analysis in vivo and in vitro

Skin tissue that had been frozen in liquid nitrogen and stored at − 80 °C was homogenized in liquid nitrogen and extracted with TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), according to the manufacturer’s instructions. The concentration and purity of total RNA were determined by measuring the absorbance at 260 and 280 nm using a spectrophotometer (Molecular Devices, San Jose, CA, USA). Complementary DNA (cDNA) was reverse transcribed from mRNA samples using a PrimeScript™ RT Reagent Kit (TaKaRa Bio, Shiga, Japan). qRT-PCR was performed with a LightCycler 480 Sequence Detector System (Roche, Switzerland) using a commercial kit (SYBR Premix Ex Taq II, TaKaRa Bio). The cells were lysed with TRIzol reagent, and mRNA extraction, cDNA synthesis, and qRT-PCR were performed as described for skin tissue. The mouse and human primer sequences used for qRT-PCR are shown in Tables 1 and 2, respectively.

**Table 1:** Mouse-specific primer sequences used in the qRT-PCR analysis

Gene	Forward primer	Reverse primer
*Fkbp51*	CAAACCCAAACGAAGGAGCAACG	TTCCCCAACAACGAACACCACATC
*Trim63*	GTCATCCTGCCCTGCCAACA	GCAACGGAAACGACCTCCAGAC
*Tsp1*	GGCCGAGGTGTCGAACATG	GGTCACTGTAGTGACCCAGGTAGT
*Gapdh*	AGAAGGTGGTGAAGCAGGCATC	CGAAGGTGGAAGAGTGGGAGTTG

**Table 2:** Human-specific primer sequences used in the qRT-PCR analysis

Gene	Forward primer	Reverse primer
FKBP51	ATGGGAAGATAGTGTCCTGGTTAGA	CCTTGGCTGACTCAAACTCGT
GAPDH	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

### Cell survival assay

The cells were seeded in 96-well plates at a density of 3 × 10^4^ cells per well and allowed to attach overnight. The cells were treated with 2.5, 5.0 and 7.5 µg/ml ZnO NPs for 24, 48 and 72 h. Cell viability was determined using a cell-counting 8 (CCK-8) assay kit according to the manufacturer’s instructions (Dojindo Molecular Technologies, Kumamoto, Japan), and the absorbance was measured at a wavelength of 450 nm using a microplate reader.

### Annexin V/PI analysis

The cells were seeded in 24-well plates at a density of 1.5 × 10^5^ cells per well and allowed to attach overnight. The cells were treated with 5.0 µg/ml ZnO NPs or culture medium for 24, 48 and 72 h. Cells were washed, digested with EDTA-free trypsin and stained with FITC-conjugated Annexin V and PI (Beyotime, China) according to the manufacturer’s instructions. The final cell suspensions in PBS were analyzed using flow cytometry (FACSAria III, BD, US).

### Cellular ROS assay

The cells were seeded in 24-well plates at a density of 1.5 × 10^5^ cells per well and allowed to attach overnight. The cells were treated with 5.0 µg/ml ZnO NPs or culture medium for 24, 48 and 72 h. Cellular ROS production was determined by using 2′,7′ -dichlorofluorescein diacetate (DCFH-DA) probes (Nanjing Jiancheng Bioengineering Institute). The treated cells were washed, collected with EDTA-free trypsin, and incubated with the probes (10 µM) for 30 min at 37 °C, washed twice with PBS, and resuspended in 500 µL PBS. The fluorescence intensity of the cells was analyzed using a flow cytometer (FACSAria III, BD, San Jose, CA, USA) at excitation/emission wavelengths of 485/535 for DCFH-DA.

### Immunofluorescence examination in vivo and vitro

Sections treated for immunofluorescence staining, Antibodies against Tyr (1:300, Santa Cruz Biotechnology, Santa Cruz, CA, US), Tyrosinase-related protein-2/dopachrome tautomerase (Trp-2/Dct) (1:200, LifeSpan BioSciences, Seattle, WA, USA), Fkbp51 (1:200, Santa Cruz Biotechnology), NF-κB p65 (1:500, Cell Signaling Technology, US) and Bcl-2 (1:200, Cell Signaling Technology, US) were used to detect the expression of these proteins in vivo study. Images were captured using a biological microscope (DM40008, Leica, Germany). The proportion of positive staining cells in epidermis per sample was assessed by Image J software. Ten representative randomly chosen, nonadjacent, nonoverlapping fields at × 400 magnification per area of epidermis were used for positive cell counting. The positive cell counts were recorded as % Area.

The 1.5 × 10^5^ cells were seeded on coverslips, treated with ZnO NPs as previously describe, fixed with 4% paraformaldehyde overnight, and permeabilized with 0.5% Triton X-100 for 30 min. After blocking in bovine serum albumin with 10% goat serum for 1 h, the cells were incubated with Fkbp51 and Bcl-2 (1:200 and 1:200, Santa Cruz Biotechnology, US), NF-κB p65 (1:500, Cell Signaling Technology, US) at 4 °C overnight and incubated with Alexa 488/568-conjugated secondary antibodies (Proteintech, Rosemont, IL, USA) at room temperature for 1 h. Fluorescence images were captured using a fluorescence microscope (Leica, Japan). Ten representative randomly chosen, nonadjacent, nonoverlapping fields at × 400 magnification per core were used for cell counting. The proportion of positive staining cells per sample was assessed by Image J software.

### Western blot analysis

Cells were collected and lysed using reagents from a nuclear protein and cytoplasmic protein extraction kit (Beyotime Biotechnology, China) containing 1 mM protease and phosphatase inhibitor (Beyotime Biotechnology). The cell lysates were heated in sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) sample buffer (Genstar, China) at 99 °C for 5 min. The proteins were separated by SDS-PAGE and transferred to polyvinylidene difluoride membranes (Merck Millipore, Darmstadt, Germany) that were then blocked with 5% skim milk for 1 h. The membranes were incubated overnight at 4 °C with primary antibodies, including anti-NF-κB p65, anti-phospho-NF-κB (p-NF-κB) p65, and anti-Bax (1:1000, 1:1000 and 1:1000, all Cell Signaling Technology, US), anti-Bcl-2(1:500, Santa Cruz Biotechnology, US) and anti-Gapdh (1: 50,000, Proteintech, US). The membranes were then washed with Tris-buffered saline containing Tween 20 (TBST) and incubated at room temperature with horseradish peroxidase (HRP)-conjugated secondary antibodies (Cell Signaling Technology) for 1 h. Proteins were detected using an enhanced chemiluminescence (ECL) kit (WBLKS0500, Merck Millipore) and an automatic chemiluminescence image analysis system (Tanon, China). Quantitative analysis was performed using ImageJ software.

### Statistical analysis

All the data are presented as the mean ± standard deviation (SD) and were analyzed with SPSS 22.0 software. Comparisons among each group were assessed using one-way ANOVA with the Bonferroni post hoc test when the variance in the data was homogenous. Using a non-parametric test when the variance in the data was not homogenous. Differences at P < 0.05 were considered to be statistically significant.

## Results

### ZnO NPs penetrate into deeper skin layers in a mouse model of epidermal barrier dysfunction

A murine model of epidermal barrier dysfunction was used to study particle penetration in this study. In this model, epidermal barrier dysfunction is caused by *Cdc42* KO (Fig. 1a), which was confirmed by PCR (Additional file 1: Figure S1a). *Cdc42* protein was entirely absent from *Cdc42* KO mice compared WT controls (Fig. 1a-i). Transepidermal water loss (TEWL), which reflects inside-out barrier function [30], was considerably increased in *Cdc42* KO mice compared with WT mice (Fig. 1a-ii). In the X-gal staining assay [30], which reflects outside-in barrier function, the dye penetrated the skin of the *Cdc42* KO mice but not the skin of WT mice (Fig. 1a-iii). SEM revealed larger gaps between epidermal corneocytes in *Cdc42* KO mice than in WT mice (Fig. 1a-iv). Filaggrin, loricrin, and lnvolucrin are pathogenic implications in AD [31]. It was showed that decreased expression of filaggrin, loricrin, and lnvolucrin in the epidrmis of *Cdc42* KO mice than in WT mice (Fig. 1a-v). Together, our results suggested that *Cdc42* deletion resulted in both outside-in and inside-out barrier impairments.

The protocol used for the percutaneous application of ZnO NPs to mice is shown in Fig. 1b. In our study, a short 7-day period of ZnO NP application is equivalent to a week at the beach or on holiday. We examined the effects of continuous epidermal exposure to ZnO NPs for up to 14 and even 49 days, which is representative of the large numbers of people who use sunscreens on a daily basis [29].

XRD was used to determine the composition of the ZnO NPs used in this study (Fig. 1c-i), and the morphology and size distributions of ZnO NPs are shown in Fig. 1c-ii. The evaluation of individual particle diameters yielded a primary particle size distribution of 43.25 ± 17.96 nm (Fig. 1c-iii).

Although NPs are hypothesized to be unable to pass through healthy, intact skin, their ability to penetrate skin with epidermal barrier dysfunction skin remains unknown. Skin samples were collected to investigate whether ZnO NPs could be detected in the different skin layers of WT and epidermal barrier dysfunction model mice. As shown in Fig. 1d-i, a minimal number of ZnO NPs were detected in the epidermis of WT mice continuously treated with ZnO NPs after 14 days of treatment. By contrast, ZnO NPs were detected on the skin surface, and particle penetration was observed throughout the epidermis, including the stratum corneum, stratum spinosum, and stratum basale, in *Cdc42* KO mice continuously treated with ZnO NPs for 14 days (Fig. 1d-ii, iii, iv). This analysis suggested that the epidermal barrier dysfunction induced by *Cdc42* KO allowed for the penetration of ZnO NPs through the damaged epidermis into the viable layers of the epidermis.

### ZnO NPs induce the dysregulated expression of genes associated with melanoma in epidermal barrier dysfunction model mice

The evaluation of changes in genomic expression represents a powerful approach for determining the response of an organism to NP exposure. 

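Skin from 4 groups of 3 mice was collected on day 14 for RNA-seq. Mice of the negative control group, which received the vehicle of normal saline with HPMC and no ZnO NPs, are named WT and KO for intact or deleted *Cdc42*. Mice of these genotypes given ZnO NPs continuously at 2 mg/cm² are named WT+ZnO NPs and KO+ZnO NPs. The transcript of *Cdc42*, the gene deleted in cells that use the keratin K5 promoter, was measured first in every library. *Cdc42* (ENSMUSG00000006699) lies on chromosome 4 of GRCm38 from 137319696 to 137357720 on the minus strand, overlaps the annotated gene *Gm25772*, and shares 2.20% of the 50-base stretches of its transcripts with other genes. Its level, as its share of the counts of a library (CPM) scaled by edgeR's TMM factors, was 606.1, 628.4 and 616.3 in the WT libraries and 415.4, 464.0 and 439.8 in the KO libraries. It was 310.7, 350.1 and 317.4 in the libraries labelled WT+ZnO NPs and 365.0, 453.0 and 313.5 in the KO+ZnO NPs libraries. All KO libraries lay below all WT libraries, with a log2 fold change of -0.49 (standard error 0.15, adjusted p = 0.0653 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold of 0.05. DESeq2's Wald test with Benjamini-Hochberg adjustment on only these 6 libraries moved it most, to an adjusted p of 2.11e-05, in a range of 2.11e-05 to 0.192 over 21 alternatives. Between the ZnO NP-treated groups the level was not lower in the group labelled KO (log2 fold change of 0.21, standard error 0.15, adjusted p = 0.401 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all libraries labelled WT+ZnO NPs lay below all KO libraries. The transcript thus goes against the label WT+ZnO NPs. It was read in whole skin, while the deletion is limited to cells that use the K5 promoter. An effect of ZnO NPs or of the mix of cells on *Cdc42* was not tested, so a wrong genotype is not shown. The libraries labelled KO+ZnO NPs lay below all WT libraries, but the transcript did not tell them from those labelled WT+ZnO NPs, so both treated groups are named by their label. *Cdc42* was also lower in the libraries labelled WT+ZnO NPs than in WT, by a log2 fold change of -0.92 (standard error 0.15, adjusted p = 0.000799 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

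The paper describes libraries made with a NEBNext Ultra kit from poly-A RNA of mice 12 weeks old, while the sample labels name an Illumina TruSeq kit and an age of 3 months. The authors removed reads with adapters, poly-N or low quality, aligned the paired-end reads with STAR, counted reads on genes with HTSeq and deposited the unnormalized counts of 52636 genes. The paper's text does not name the genome build, the annotation release or whether the counting used strand. The total count per library ranged from 23812331 to 28867802 in WT (median 24000193), from 21076320 to 24088183 in the libraries labelled WT+ZnO NPs (median 22566089), from 22295946 to 25545756 in KO (median 24174319) and from 22104282 to 23249844 in the libraries labelled KO+ZnO NPs (median 23176324). The 10 most abundant genes took between 4.37% and 7.95% of the counts of a library. From the deposited counts, the 18822 genes kept by edgeR's expression filter were tested in one model of the 4 groups, so that all 12 libraries share one estimate of the spread between mice. Transcripts of 4 Y-linked genes summed to between 192 and 242 CPM in the 3 libraries labelled WT+ZnO NPs, in replicate 1 of KO and in replicate 1 of the libraries labelled KO+ZnO NPs. The other 7 libraries held *Xist* at 460.0 to 1030 CPM. The paper describes the *Cdc42* KO mice as female.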

RNA-seq can be used to quantify the expression of most genes in an organism by measuring the levels of RNA transcripts following NP exposure relative to the expression levels observed under normal physiological conditions (Additional file 1: Figure S2) [32]. Figure 2a shows a hierarchical clustering heatmap for three differentially expressed (DE) genes identified on day 14 when comparing expression levels between the skin of WT and *Cdc42* KO mice in the negative control group (no ZnO NP exposure) and between the skin of WT and *Cdc42* KO mice continuously treated with ZnO NPs. 

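The genes of the heatmap are *Fkbp5* (Fkbp51), *Trim63* and *Thbs1* (Tsp1) in the deposited counts. *Fkbp5* (ENSMUSG00000024222) lies on chromosome 17 of GRCm38 from 28399094 to 28517527 on the minus strand. *Trim63* (ENSMUSG00000028834) lies on chromosome 4 from 134315120 to 134329629 on the plus strand, and *Thbs1* (ENSMUSG00000040152) on chromosome 2 from 118111876 to 118127133 on the plus strand. All are protein-coding genes. *Fkbp5* and *Thbs1* overlap shorter annotated genes, so that the counting could have left out reads in the overlap. *Trim63* shares no 50-base stretch with another gene. The share was 0.684% for *Fkbp5* and 1.89% for *Thbs1*. The *Fkbp5* level was 112 ± 37.6 CPM (SD, n = 3) in WT, 137.9 ± 47.9 in KO, 81.1 ± 11.7 in the libraries labelled WT+ZnO NPs and 343.5 ± 1.50 in the libraries labelled KO+ZnO NPs. The *Trim63* level was 34.0 ± 9.54 CPM (SD, n = 3) in WT, 18.9 ± 9.86 in KO, 34.0 ± 8.40 in the libraries labelled WT+ZnO NPs and 90.4 ± 59.9 in the libraries labelled KO+ZnO NPs, whose values were 49.6, 159.1 and 62.4 CPM. The *Thbs1* level was 290.4 ± 65.3 CPM (SD, n = 3) in WT, 254.2 ± 124.2 in KO, 375.3 ± 216.8 in the libraries labelled WT+ZnO NPs and 89.9 ± 49.1 in the libraries labelled KO+ZnO NPs. The KO and WT libraries overlapped for each of these genes, as did the WT libraries and those labelled WT+ZnO NPs.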

The transcriptome produced in response to continuous ZnO NP treatment for 14 days in the skin of *Cdc42* KO mice showed elevated levels of *FK506-binding protein 51 (Fkbp51)* and *tripartite motif-containing 63 (Trim63)* transcripts and reduced levels of *Thrombospondin-1 (Tsp1)* transcripts than in the skin of *Cdc42* KO mice in the negative control group and WT mice continuously treated with ZnO NPs.

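For *Fkbp5*, the libraries labelled KO+ZnO NPs were above KO by a log2 fold change of 1.32 (standard error 0.28, adjusted p = 0.0167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and above those labelled WT+ZnO NPs by 2.08 (standard error 0.29, adjusted p = 0.0205). For *Trim63*, the log2 fold change was 2.25 against KO (standard error 0.48, adjusted p = 0.0162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the difference of 1.41 from the libraries labelled WT+ZnO NPs (standard error 0.47, adjusted p = 0.101) did not pass the threshold of 0.05. For *Thbs1*, neither the log2 fold change of -1.50 against KO (standard error 0.58, adjusted p = 0.0990 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) nor that of -2.06 against the libraries labelled WT+ZnO NPs (standard error 0.59, adjusted p = 0.0718) passed it. In each of these 6 comparisons the 3 libraries labelled KO+ZnO NPs lay outside the range of the 3 others (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The unadjusted p from edgeR's test was below 0.05 in each, which the legend of Fig. 2a takes as a threshold beside the adjusted p. The genotype of both treated groups is taken from their labels, which the *Cdc42* transcript did not separate.

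With DESeq2 on all 12 libraries, *Trim63* against the libraries labelled WT+ZnO NPs had an adjusted p of 0.0306 by its Wald test with Benjamini-Hochberg adjustment (0.0306 to 0.317 over 21 alternatives), and *Thbs1* had 0.0334 against KO (0.0314 to 0.262) and 0.00473 against those labelled WT+ZnO NPs (0.00473 to 0.300). With edgeR on only the 6 libraries compared, the quasi-likelihood test with Benjamini-Hochberg adjustment gave *Fkbp5* an adjusted p of 0.053 against KO (0.000335 to 0.0565 over 21 alternatives) and 0.0863 against the libraries labelled WT+ZnO NPs (2.37e-22 to 0.123), and *Trim63* 0.0665 against KO (5.11e-05 to 0.0704). Among the 25 mouse genes that the paper names, 9 were called between the libraries labelled KO+ZnO NPs and KO and 2 between them and those labelled WT+ZnO NPs over all genes tested. Adjusted over the list alone, the calls were 14 and 3 and took in *Thbs1* in both comparisons, but the study chose its 3 genes on these libraries, so these calls are not independent evidence.

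**Figure D1:**
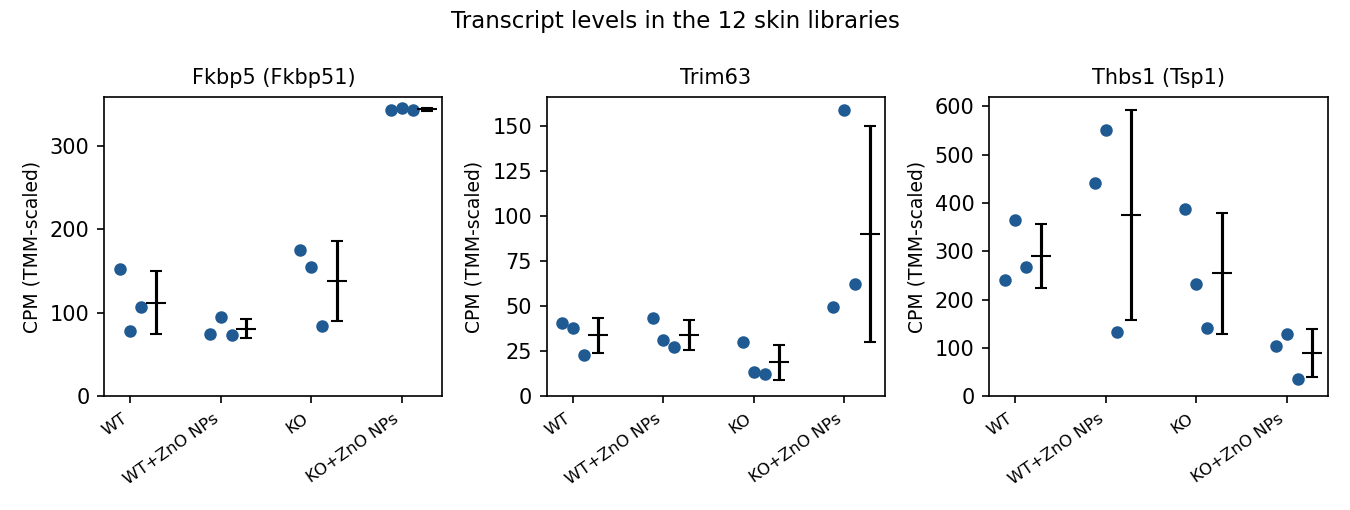
Level of *Fkbp5*, *Trim63* and *Thbs1* in each of the 12 skin libraries, in CPM scaled by TMM factors, on axes that start at 0. Points are libraries and the black dash and bar are the mean ± SD of the 3 mice of a group. The 3 libraries labelled KO+ZnO NPs sit near 343.5 CPM for *Fkbp5* and between 49.6 and 159.1 CPM for *Trim63*, above the other groups, and at a mean of 89.9 CPM for *Thbs1*.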

**Fig. 2:**
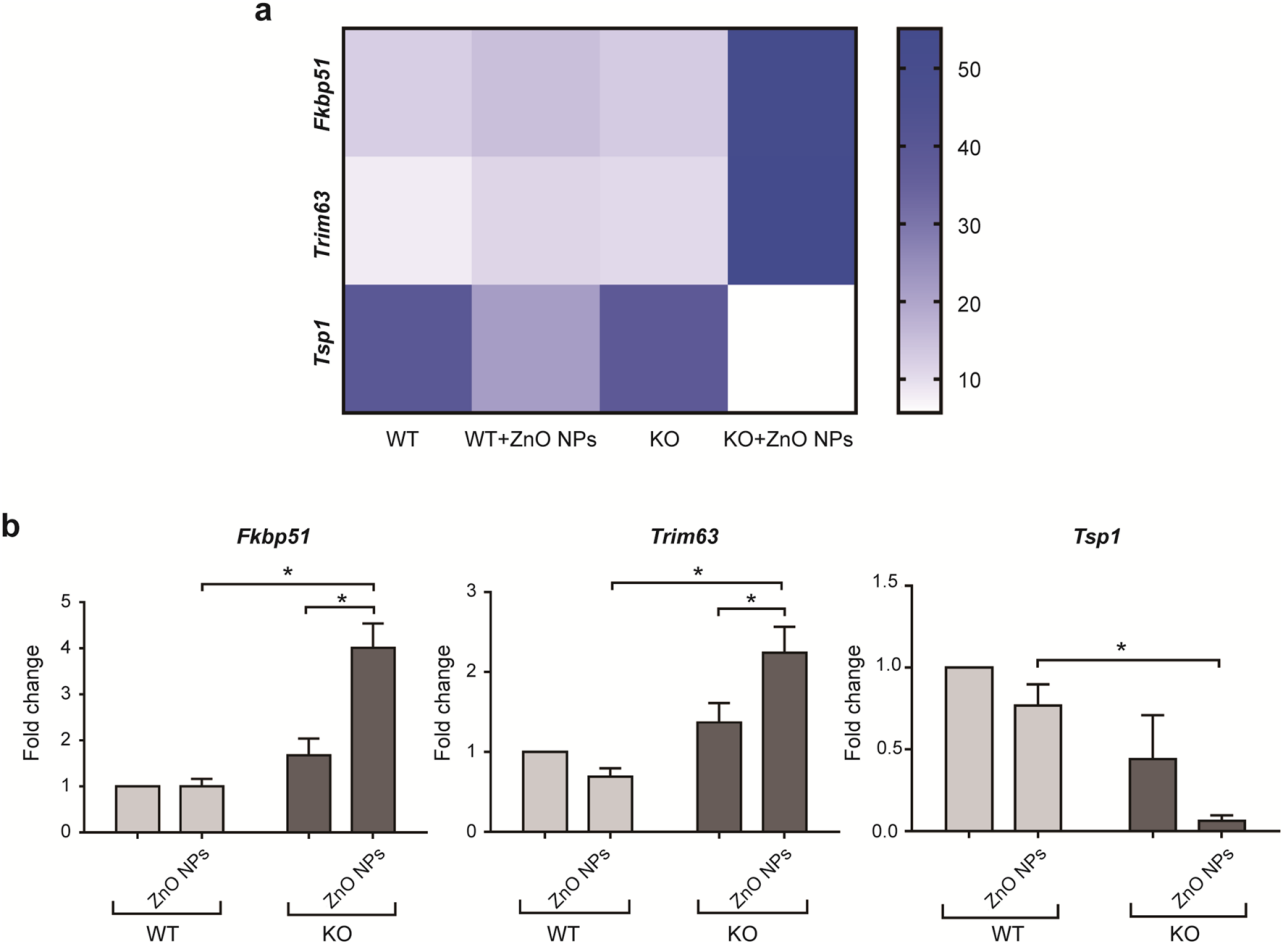
Gene expression associated with melanoma in the skin of epidermal barrier dysfunction model mice. **a** Heatmap (*p* < 0.05 or *p*_adj_ < 0.05) showing DE genes associated with melanoma after 14 days of ZnO NP treatment. **b** mRNA levels of DE genes were measured by qRT-PCR and normalized to *Gapdh* expression levels. Data represents Mean ± SD. *p < 0.05

The levels of DE genes were analyzed by qRT-PCR analysis of skin samples obtained on day 14 from WT and *Cdc42* KO mice in the negative control group and from WT and *Cdc42* KO mice continuously treated with ZnO NPs (Fig. 2b). After 14 days of treatment, higher levels of *Fkbp51* and *Trim63* mRNA were observed in the skin of *Cdc42* KO mice continuously treated with ZnO NPs than in the skin of *Cdc42* KO mice in the negative control group and the skin of WT mice continuously treated with ZnO NPs. *Tsp1* mRNA levels were lower in the skin of *Cdc42* KO mice continuously treated with ZnO NPs for 14 days than in the skin of WT mice continuously treated with ZnO NPs.

### Epidermal barrier dysfunction model mice treated continuously with ZnO NPs develop melanoma-like lesions

Patients with melanoma present with a characteristic increase in skin pigmentation, accompanied by melanocyte proliferation and infiltration into the dermis, and changes in the skin local immune microenvironment [22, 33].

After 14 and 49 days of continuous ZnO NP treatment, an increase in skin pigmentation was observed in *Cdc42* KO mice, but no obvious change was observed in WT mice (Fig. 3a). No significant changes in gross morphology were observed in the skin of WT or *Cdc42* KO mice in the negative control group on day 14 or 49 (Additional file 1: Figure S3a).

**Fig. 3:**
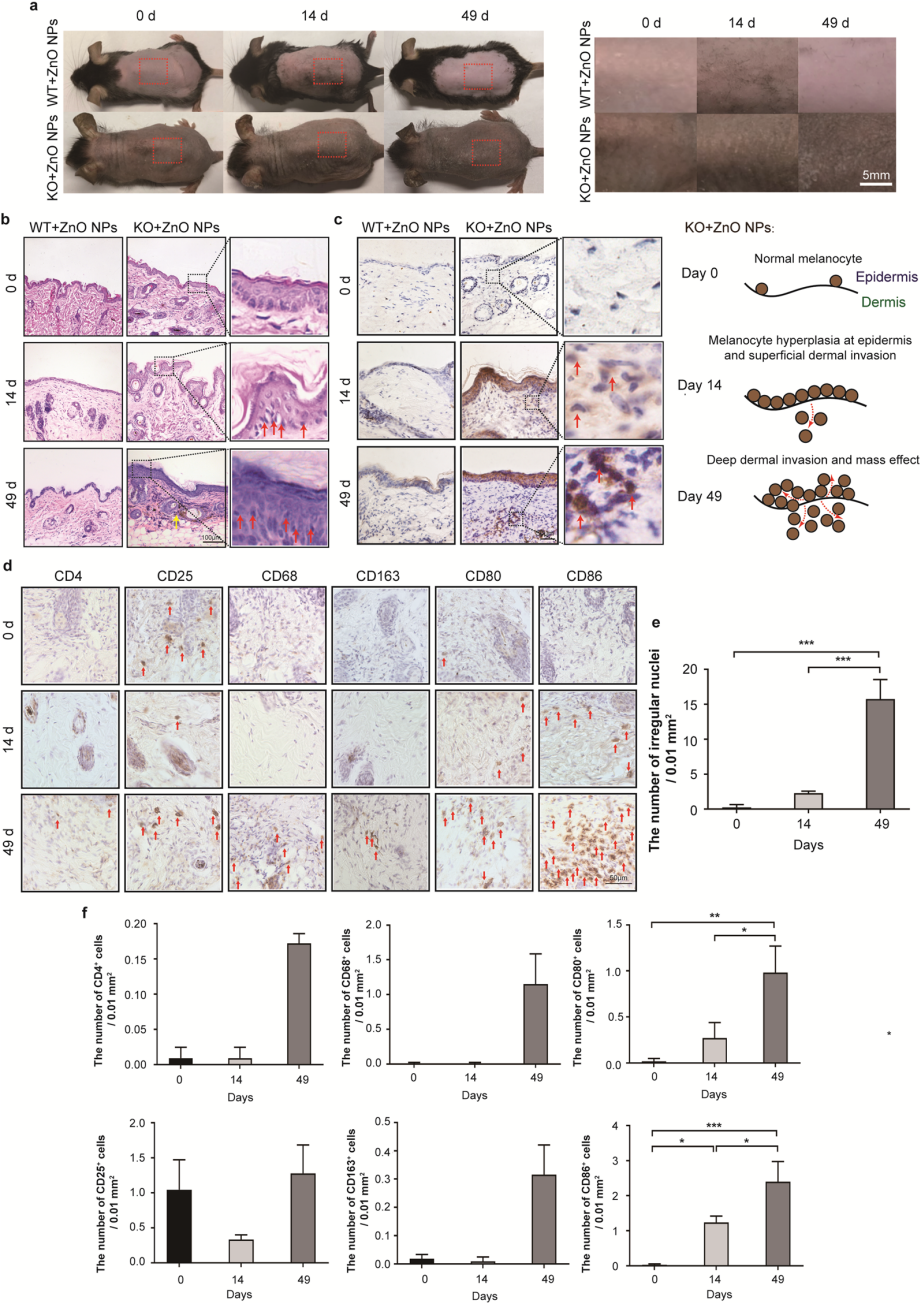

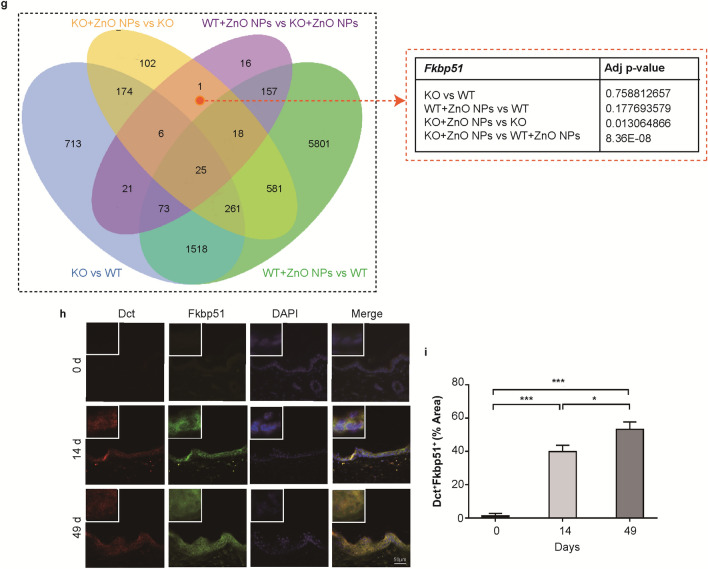
Melanoma-like skin changes observed in epidermal barrier dysfunction model mice.**a** Gross morphology of skin from *Cdc42* KO and WT mice continuously treated with ZnO NPs, observed on days 0, 14 and 49. Scale bar = 5 mm. **b** Pathologic changes in the skin tissue from WT and *Cdc42* KO mice continuously treated with ZnO NPs, observed on day 0, 14 and 49. The presence of melanin granules is denoted by yellow arrows. Scale bar = 100 µm. The presence of irregular nuclei is denoted by red arrows. **c** Immunohistochemical analysis of Tyr in skin tissue from *Cdc42* KO and WT mice continuously treated with ZnO NPs for 0, 14 and 49 days. Scale bar = 50 µm. **d** Immunohistochemistry image of CD4, CD25, CD68, CD163, CD80 and CD86 staining in the skin of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Scale bar = 50 µm. **e** Quantitative analysis of the number of irregular nuclei in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. **f** Quantitative analysis of the number of CD4^+^, CD25^+^, CD68^+^, CD163^+^, CD80^+^ and CD86^+^ cells detected in dermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. **g** Venn diagram (left panel; p_adj_ < 0.05) comparing the identified normalized DE genes among various between-group comparisons, revealing *Fkbp51* as associated with melanoma-like changes after 14 days of continuous ZnO NP treatment. **h** Immunofluorescence image of Dct^+^Fkbp51^+^ staining in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Scale bar = 50 µm. **i** Quantitative analysis of the proportion of Dct^+^Fkbp51^+^ cells detected in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Data represents Mean ± SD (n = 3). *p < 0.05, **p < 0.01 and ***p < 0.001

We conducted histopathological evaluations of mouse skin samples (Fig. 3b). On days 14 and 49, the skin of WT mice treated continuously with ZnO NPs showed no obvious change. However, on days 14 and 49, the skin of *Cdc42* KO mice treated continuously with ZnO NPs was characterized by a hyperplastic epidermis, accompanied by large or irregular nuclei. The quantitative analysis (Fig. 3e) revealed that continuous ZnO NP treatment for 49 days increased the number of irregular nuclei in the epidermis of *Cdc42* KO mice compared with 0 and 14 days. Obvious melanin granules were found in a deeper layer of the dermis in skin samples from *Cdc42* KO mice treated continuously with ZnO NPs for 49 days. No significant histological changes were observed in the skin of either WT or *Cdc42* KO mice in the negative control group when examined on either day 14 or 49 (Additional file 1: Figure S3b).

Tyr is an enzyme that hydroxylates tyrosine, which represents the first step in the synthesis of melanin. In melanoma, Tyr can be observed as fine, granular, cytoplasmic staining, and positive staining tends to be strong and diffuse [34]. Negligible amounts of positive Tyr staining were observed in the skin of WT and *Cdc42* KO mice in the negative control group on days 14 and 49 (Additional file 1: Figure S3c). As shown in Fig. 3c, no significant Tyr-positive cells were observed in the epidermis or dermis of WT mice continuously treated with ZnO NPs for 14 or 49 days. However, distinctly positive Tyr cells were detected in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 14 and 49 days, and slightly positive Tyr cells were found in the dermis of *Cdc42* KO mice continuously treated with ZnO NPs for 49 days.

Helper CD4^+^ T cells involve the activation and expansion of adaptive immune cells in melanomas. Few CD4 + staining cells were observed in the dermis of *Cdc42* KO mice after continuous ZnO NP treatment for 0 and 14 days. Slightly CD4^+^ staining cells were observed in the dermis of *Cdc42* KO mice after continuous ZnO NP treatment for 49 days (Fig. 3d). Melanoma growth and progression have been correlated with the presence of CD4^+^CD25^+^ regulatory T cells (Treg) [35]. Slightly CD25^+^ staining cells were observed in the dermis of *Cdc42* KO mice after continuous ZnO NP treatment for 0, 14 and 49 days (Fig. 3d).

Melanoma cells recruit and modify the function of macrophages (M) within the TME. Tumor-associated macrophages (TAM) are frequently polarized toward a M2 phenotype, which express CD68 and CD163 [36]. Few CD68^+^ and CD163^+^ staining cells were observed in the dermis of *Cdc42* KO mice after continuous ZnO NP treatment for 0 and 14 days. Slightly CD68^+^ and CD163^+^ staining cells were observed in the dermis of *Cdc42* KO mice after continuous ZnO NP treatment for 49 days (Fig. 3d).

Dendritic cells (DC) are among the most efficient in eliciting cytotoxic T cell responses against infection and malignancy. Mature DCs express a plethora of co-stimulatory markers, including CD80 and CD86 (cluster of differentiation 80 and 86, respectively), which are essential for activation of melanoma-specific T cells [37, 38]. Few positive staining cells were observed in the dermis of *Cdc42* KO mice on day 0. However, increased numbers of CD80^+^ and CD86^+^ staining cells were observed in dermis of *Cdc42* KO mice after 14 or 49 days of continuous ZnO NP treatment (Fig. 3d). The quantitative analysis revealed that continuous ZnO NP treatment for 14 days increased the number of CD86^+^ staining cells in the dermis of *Cdc42* KO mice than 0 day, and the number of CD80^+^ and CD86^+^ staining cells increased further after treatment for 49 days (Fig. 3f).

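At an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1540 genes differed between KO and WT (867 higher and 673 lower in KO), 8085 between the libraries labelled WT+ZnO NPs and WT (3922 and 4163), 2759 between the libraries labelled KO+ZnO NPs and KO (1237 and 1522) and 618 between the libraries labelled KO+ZnO NPs and those labelled WT+ZnO NPs (400 and 218). In all, 9297 genes were called in at least 1 of the 4 comparisons. All libraries labelled WT+ZnO NPs hold Y-linked transcripts and no WT library does, so sex goes with ZnO NPs in the comparison with WT. In the libraries labelled KO+ZnO NPs only replicate 1 holds them, so sex is also uneven between the treated groups. With the Y-linked transcripts as a covariate, added after the data were seen, fewer genes were called in both comparisons. The last of the 4 counts moved most with the processing, to 2302 with DESeq2 on all 12 libraries and to 0 with edgeR on only the 6 libraries compared, where 3067 genes had an unadjusted p below 0.05. Calls in both comparisons of the libraries labelled KO+ZnO NPs numbered 99, of which 32 changed in the same direction. Of the 99 genes, 17 were called in neither of the other two comparisons, 11 of them higher and 6 lower in the libraries labelled KO+ZnO NPs in both. Ordered by the larger of its p-values, *Fkbp5* was 6th in this set, after *Ddit4*, *Cbr4*, *2410015M20Rik*, *Ccr10* and *Rpl36a-ps2*. The others were *Nlrp1b*, *Anapc16*, *Adgrg3*, *Srgap3*, *Gm47260*, *Gm16091*, *Supt4a*, *Hsf2bp*, *Gm9493*, *Gm6472* and *Rapgef5*, and the pseudogenes among them can share reads with their parent genes. Over 22 alternatives, *Fkbp5* was in the set in 18 and *Ddit4* in 12. For *Ddit4*, the log2 fold change was 1.60 against KO (adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.01 against the libraries labelled WT+ZnO NPs (adjusted p = 0.0274). *Fkbp5* was not called between KO and WT, with a log2 fold change of 0.30 (standard error 0.28, adjusted p = 0.553 from the same test), or between the libraries labelled WT+ZnO NPs and WT, with -0.47 (standard error 0.28, adjusted p = 0.196). Both comparisons of the set use the same libraries labelled KO+ZnO NPs. In 10 simulations of unchanged groups that shared them, the set held at most 0 genes. No gene was changed in these simulations, so hardly any could be called. The empty set therefore does not measure the overlap to be met by chance at the numbers of calls in the data. In the simulations, 22.9% of the genes with an unadjusted p below 0.05 in one comparison also had it in the other. The share was 26.6% in the data, and it takes no account of direction. Across genes, the effects of these comparisons correlated by -0.211 in the data, against a median of 0.508 in the simulations. The set lost all its genes when replicate 3 of the libraries labelled WT+ZnO NPs or replicate 2 of KO was left out, and held 98 genes, with *Fkbp5* among them, without replicate 3 of the libraries labelled KO+ZnO NPs. It also lost all of them with the Y-linked transcripts as a covariate, where *Fkbp5* was not called against the libraries labelled WT+ZnO NPs.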

Figure 3g shows a Venn diagram of the DE genes identified in various group comparisons, revealing *Fkbp51* as a DE gene when comparing gene expression in the skin on day 14 between the *Cdc42* KO mice in the negative control group and the *Cdc42* KO mice continuously treated with ZnO NPs and between the WT and *Cdc42* KO mice continuously treated with ZnO NPs.

Dct is a melanocyte marker [39]. To investigate whether melanocytes are the primary source of *Fkbp51* expression in the skin, skin tissue from *Cdc42* KO mice continuously treated with ZnO NPs was assessed for the presence of Dct^+^Fkbp51^+^ cells by immunofluorescence labeling (Fig. 3h). Few positive staining cells were observed in the skin of *Cdc42* KO mice on day 0. However, in samples from *Cdc42* KO mice after 14 or 49 days of continuous ZnO NP treatment, increased staining of both Dct^+^ and Fkbp51^+^ cells were observed, and overlaying these images revealed that most of these cells were Dct^+^Fkbp51^+^. The quantitative analysis (Fig. 3i) revealed that continuous ZnO NP treatment for 14 days increased Dct^+^Fkbp51^+^ staining in the epidermis of *Cdc42* KO mice compared with day 0, and the level of Dct^+^Fkbp51^+^ staining increased further after 49 days of treatment.

### ZnO NP treatment significantly increases oxidative injury in the skin of a mouse model of epidermal barrier dysfunction

Oxidative stress activates kinases to maintain the balance of intracellular redox reactions. The expression or activity levels of CAT, GSH, T-SOD, MDA, and 8-OHdG in skin tissue were determined to assess the oxidative response to treatment with ZnO NPs (Fig. 4a). Compared with skin from *Cdc42* KO mice in the negative control group and WT mice continuously treated with ZnO NPs, the CAT level decreased in the skin of *Cdc42* KO mice continuously treated with ZnO NPs after 14 days. The skin of *Cdc42* KO mice continuously treated with ZnO NPs also displayed reduced GSH and T-SOD activity after 14 days than *Cdc42* KO mice in the negative control group. MDA levels increased in the skin of *Cdc42* KO mice compared with WT mice in the negative control group, and the MDA levels were higher in the skin of *Cdc42* KO mice continuously treated with ZnO NPs than in the skin of *Cdc42* KO mice in the negative control group when assessed on day 14.

**Fig. 4:**
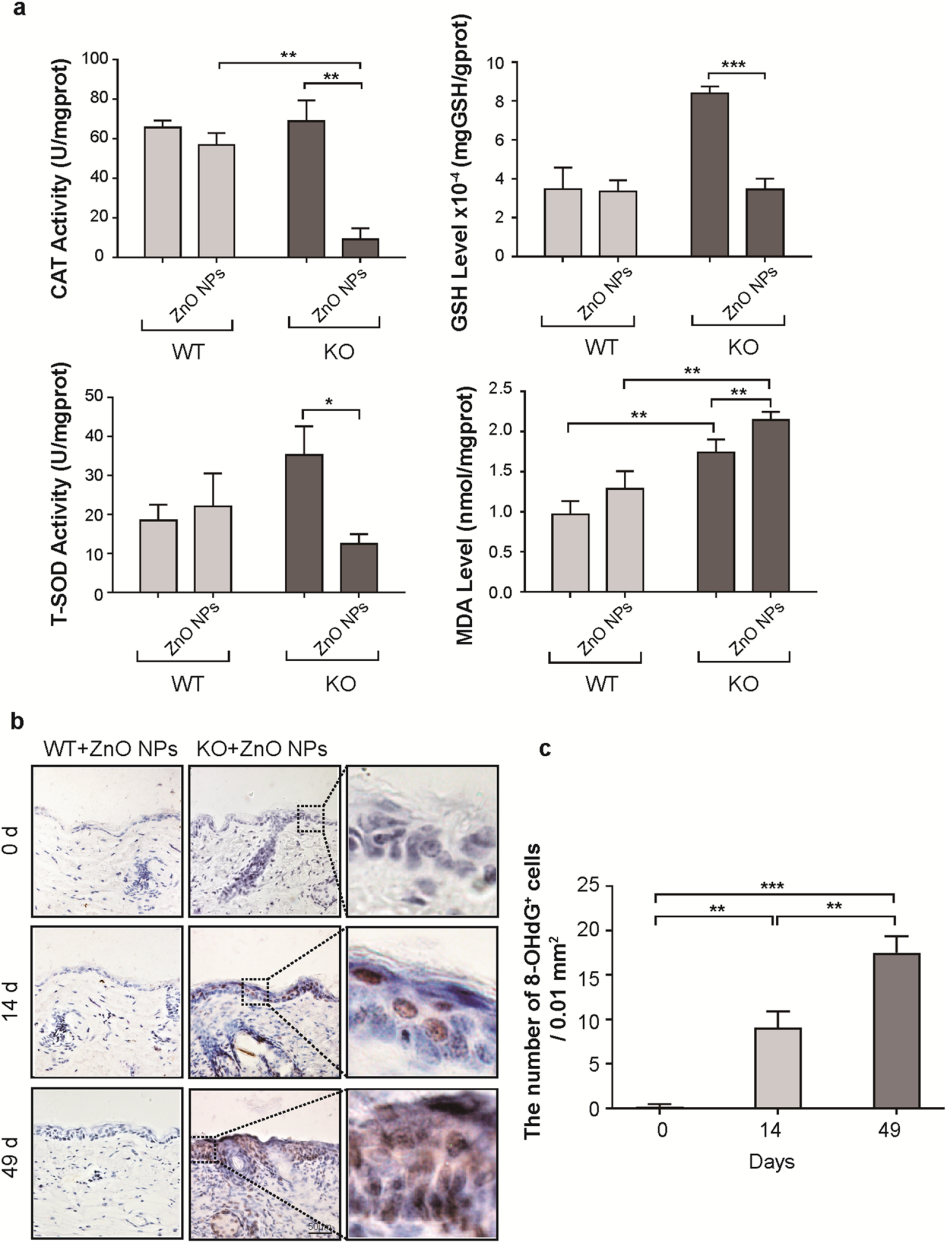
Oxidative stress injury in skin tissue **a** Changes in the levels of oxidative stress markers CAT, GSH, T-SOD, and MDA in skin tissue. **b** Immunohistochemistry image of 8-OHdG staining in the skin of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Scale bar = 50 µm. **c** Quantitative analysis of the number of 8-OHdG^+^ cells in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Data represents Mean ± SD (n = 3). *p < 0.05, **p < 0.01 and ***p < 0.001

As shown in Fig. 4b, minimal positive 8-OHdG staining was detected in the epidermis of *Cdc42* KO mice at day 0, whereas a moderate number of 8-OHdG–positive cells could be observed following 14 days of continuous ZnO NP treatment, and a marked number of 8-OHdG–positive cells were observed after 49 days of treatment. The quantitative analysis (Fig. 4c) revealed an increase in 8-OHdG^+^ nuclei in the epidermis of *Cdc42* KO after 14 days of continuous ZnO NP treatment compared with day 0, with a further increase observed after 49 days of treatment.

### ZnO NP treatment has an anti-apoptotic effect on melanocytes in a mouse model of epidermal barrier dysfunction

The induction of apoptosis following ZnO NP treatment was assessed using the TUNEL assay (Fig. 5a). Negligible TUNEL^+^ staining was observed in the epidermis of WT and *Cdc42* KO mice on day 0. By contrast, many TUNEL^+^ cells could be observed in the epidermis of *Cdc42* KO mice after 4 days of continuous treatment with ZnO NPs (Additional file 1: Figure S4a). A moderate number of TUNEL^+^ cells could be observed in the epidermis of *Cdc42* KO mice after 14 days of continuous treatment with ZnO NPs. The skin of *Cdc42* KO mice continuously treated with ZnO NPs for 49 days showed negligible TUNEL^+^ cells. Quantitative analysis of TUNEL staining was decreased on day 14 compared with day 4 of continuous ZnO NP treatment in *Cdc42* KO (Additional file 1: Figure S4b), although quantitative analysis (Fig. 5b) revealed an increase in TUNEL staining after 14 days of continuous ZnO NP treatment in *Cdc42* KO mice compared with day 0. The level of TUNEL staining in *Cdc42* KO mice treated with ZnO NPs for 49 days was lower than the levels observed after 4 (Additional file 1: Figure S4b) and 14 days (Fig. 5b) of treatment.

**Fig. 5:**
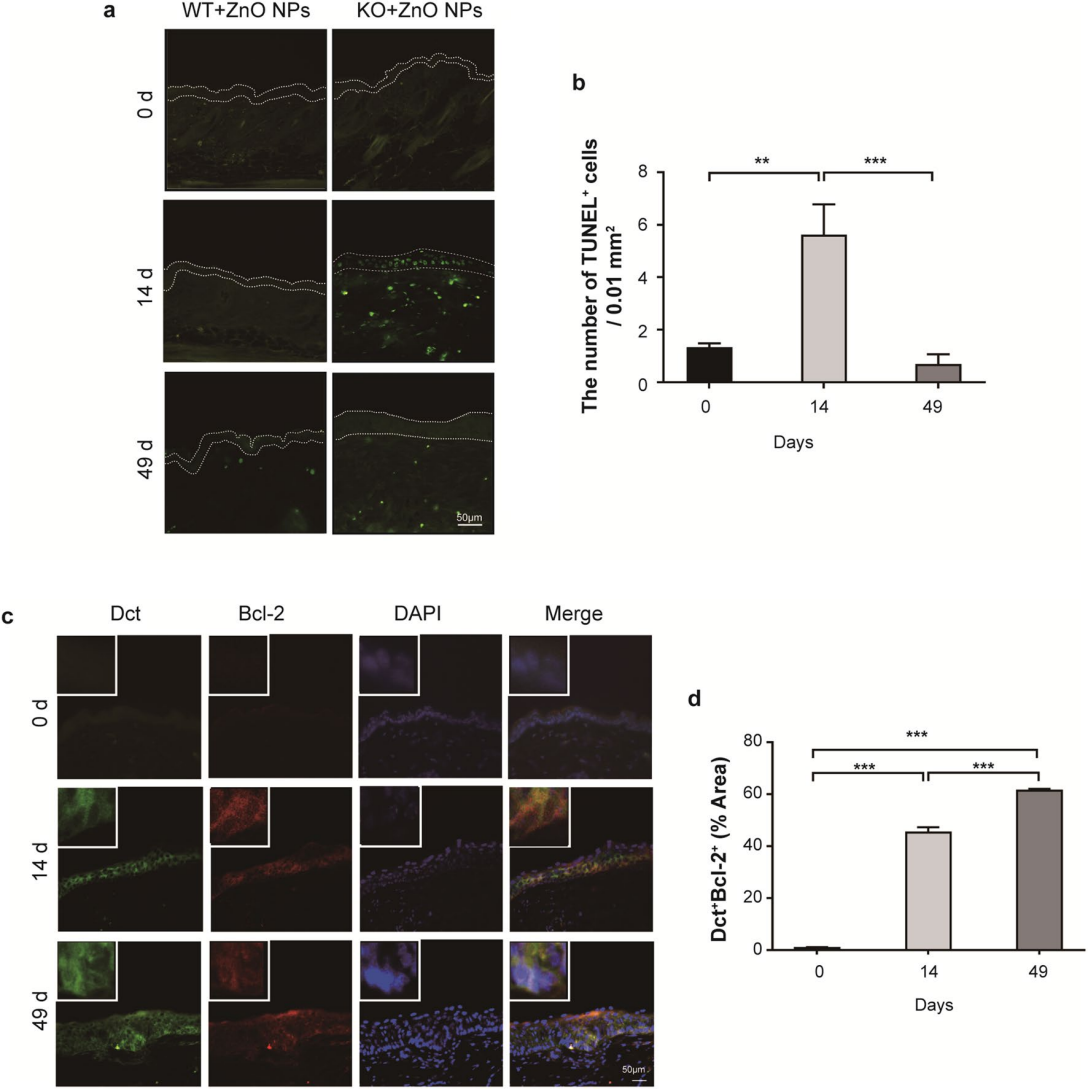
Apoptosis in skin. **a** TUNEL staining in the skin of *Cdc42* KO mice. Scale bar = 50 µm. **b** Quantitation of the number of TUNEL^+^ cells in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Immunofluorescence image of Dct^+^Bcl-2^+^ staining in the skin of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14, and 49 days. Scale bar = 50 µm. **d** Quantitative analysis of the proportion of Dct^+^Bcl-2^+^ detected in epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Data represents Mean ± SD (n = 3). **p < 0.01 and ***p < 0.001

The occurrence of epidermal hyperplasia was further confirmed by evaluating the expression of the proliferation marker Ki67. As shown in Figure S4c, negligible Ki67^+^ staining was observed in the epidermis of *Cdc42* KO mice on day 0. A slight increase in Ki67^+^ cells was observed in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 14 days, and marked Ki67^+^ staining was observed on day 49 of treatment. The quantitative analysis (Additional file 1: Figure S4d) revealed that the number of Ki67^+^ nuclei in *Cdc42* KO mice treated with ZnO NPs for 49 days increased compared with 0 and 14 days.

A negligible change in the levels of apoptosis and proliferation markers was observed in the epidermis of WT mice continuously treated with ZnO NPs. We used Bcl-2 as an anti-apoptotic marker to investigate apoptosis change in the melanocytes, and skin tissues were subjected to double immunofluorescence staining to detect Dct and Bcl-2 in the skin of *Cdc42* KO mice continuously treated with ZnO NPs (Fig. 5c). Few positive staining cells were observed in the skin of *Cdc42* KO mice on day 0. After 14 and 49 days of ZnO NP treatment, image overlay revealed that most Dct^+^ cells observed in skin from *Cdc42* KO mice were also Bcl-2^+^. The quantification of Dct^+^Bcl-2^+^ double immunofluorescence staining in *Cdc42* KO mice continuously treated with ZnO NPs (Fig. 5d) revealed a higher level of Dct^+^Bcl-2^+^ staining on day 14 compared with day 0, with a further increase observed on day 49.

### ZnO NP treatment induces NF-κB activation, accompanied by Bcl-2 expression, in melanocytes in a mouse model of epidermal barrier dysfunction

To investigate whether NF-κB was activated in melanocytes, immunofluorescence analysis of Tyr^+^NF-κB p65^+^ cells was performed in skin from *Cdc42* KO mice continuously treated with ZnO NPs (Fig. 6a). Few positive staining cells were observed in the skin of *Cdc42* KO mice on day 0. Image overlay revealed that the Tyr^+^ cells observed after 14 and 49 days of continuous ZnO NP treatment in *Cdc42* KO mice were also NF-κB p65^+^. Quantitative analysis of Tyr^+^NF-κB p65^+^ fluorescence in *Cdc42* KO mice continuously treated with ZnO NPs (Fig. 6b) showed higher levels of Tyr^+^NF-κB p65^+^ staining after 14 days of treatment compared with day 0, with a further increase observed after 49 days of treatment.

**Fig. 6:**
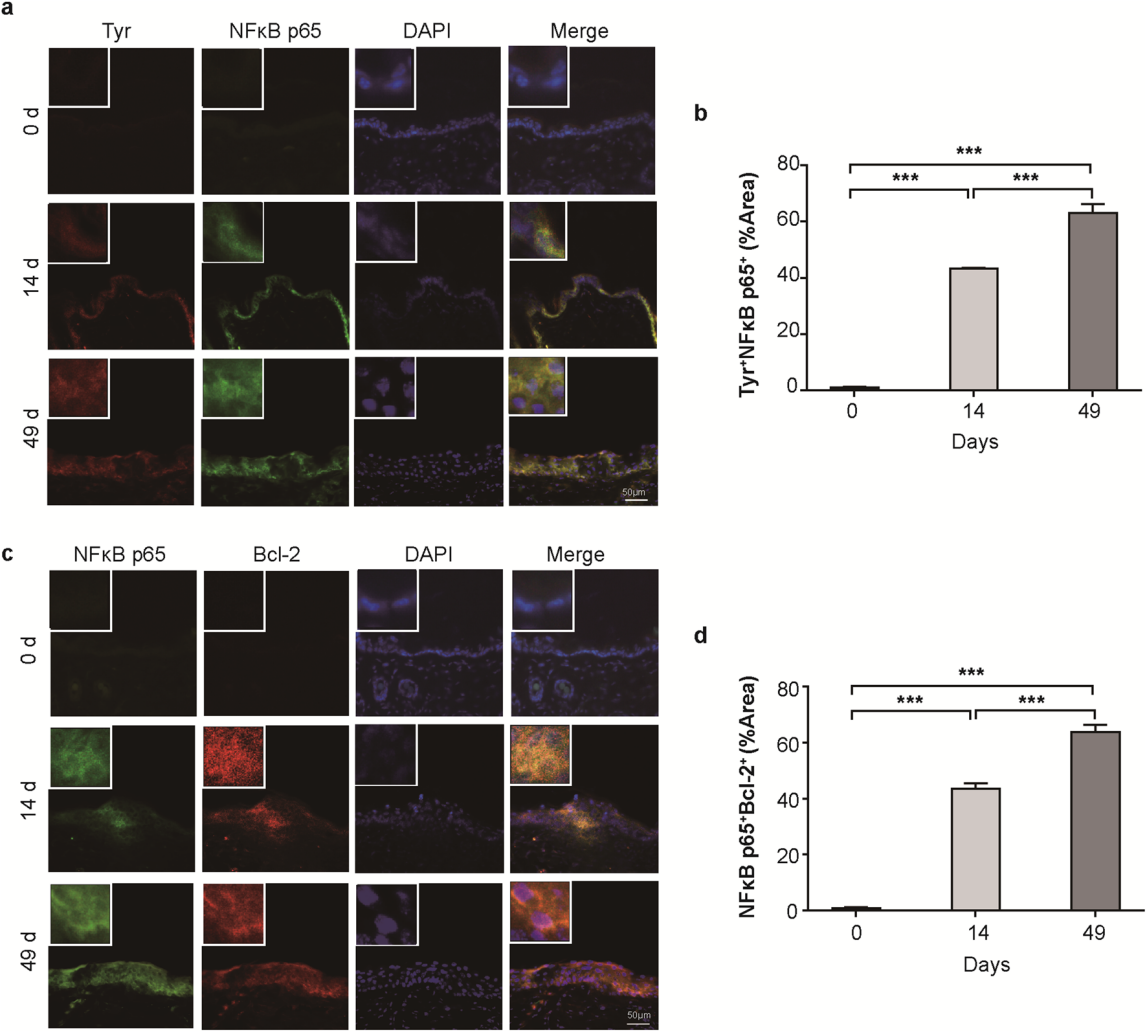
Tyr, NF-κB and Bcl-2 expression in skin. **a** Immunofluorescence image of Tyr^+^NF-κB p65^+^ staining in the skin of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14, and 49 days. Scale bar = 50 µm. **b** Quantitative analysis of the proportion of Tyr^+^NF-κB p65^+^ cells detected in the epidermis of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. **c** Immunofluorescence image of NF-κB p65^+^Bcl-2^+^ staining in the skin of *Cdc42* KO mice continuously treated with ZnO NPs for 0, 14 and 49 days. Scale bar = 50 µm. **d** Quantitative analysis of the proportion of NF-κB p65^+^Bcl-2^+^ cells detected in the epidermis of *Cdc42* KO mice after continuously treated with ZnO NPs for 0, 14 and 49 days. Data represents Mean ± SD (n = 3). ***p < 0.001

To investigate whether NF-κB activation was accompanied by Bcl-2 expression, skin samples from *Cdc42* KO mice continuously treated with ZnO NPs were subjected to double immunofluorescence staining to identify NF-κB p65^+^ and Bcl-2^+^ cells (Fig. 6c). Few positive staining cells were observed in the skin of *Cdc42* KO mice at day 0. Image superimposition revealed that most Bcl-2^+^ cells detected in *Cdc42* KO mice after 14 and 49 days of continuous ZnO NP treatment were also NF-κB p65^+^. The quantitative analysis (Fig. 6d) showed higher numbers of NF-κB p65^+^Bcl-2^+^ cells in *Cdc42* KO mice after 14 days of continuous ZnO NP treatment compared with day 0, with a further increase in number after 49 days of treatment.

### ZnO NPs induce malignant transformation in melanocytes in vitro

To further investigate the mechanism underlying the appearance of melanoma-like lesions in skin with epidermal barrier dysfunction following the infiltration of ZnO NPs, CCK-8 viability assay was performed to determine the safe concentration for ZnO NP exposure in HEMs (Fig. 7a). The viability was presented relative to the viability of untreated control cells. ZnO NPs at concentrations greater than 7.5 µg/ml reduced cell viability. Viability was approximately 35%, 39% and 37% in HEMs exposed to 7.5 µg/ml ZnO NPs after 24, 48, and 72 h. Exposure to a concentration of 10 µg/ml ZnO NPs resulted in a reduction in viability to approximately 3%, 3% and 5% after 24, 48, and 72 h. However, viability was approximately 69% and 83% after exposure to 5.0 µg/ml ZnO NPs for 24 and 48 h, increasing to approximately 148% after 72 h of exposure. Cells treated with 2.5 µg/ml ZnO NPs showed increased viability after 24, 48 and 72 h of exposure. These results were consistent with images of cell growth following treatment with ZnO NPs, which showed reduced cell numbers and the appearance of rounded cells detached from the growth surface after treatment with 5.0 µg/ml ZnO NPs (Fig. 7b). Cells treated with 2.5 µg/ml ZnO NPs (Additional file 1: Figure S5a) demonstrated consistent spread in a triangular shape on the growth surface, similar to untreated cells, indicating better cell survival compared with cells treated with 5.0 µg/ml ZnO NPs.

**Fig. 7:**
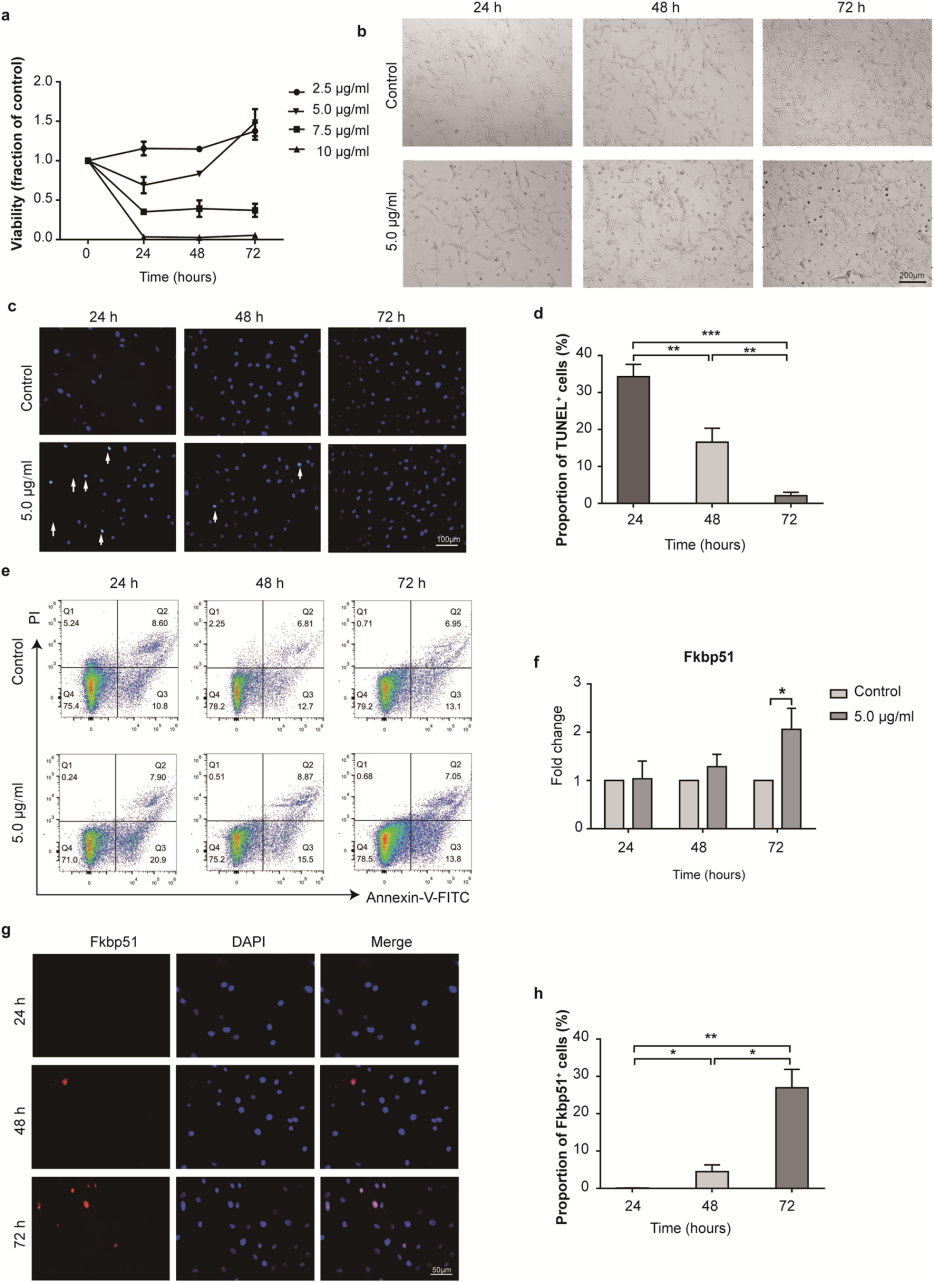
ZnO NP exposure induced malignant transformation in melanocytes. **a** The viability of HEMs treated with ZnO NPs for 24, 48, and 72 h after was measured using the CCK-8assay. The results are presented relative to the viability of untreated control cells. **b** Images of HEMs in culture after treatment with 5.0 µg/ml ZnO NPs, monitored using inverted phase-contrast microscopy. Scale bar = 200 µm. **c** TUNEL staining of HEMs after treatment with 5.0 µg/ml ZnO NPs. Scale bar = 100 µm. **d** Quantitation of TUNEL-stained cells after treatment with 5.0 µg/ml ZnO NPs. **e** Quantitative estimation of apoptosis induction was measured by Annexin-V/PI staining of HEMs after treatment with 5.0 µg/ml ZnO NPs for 24, 48 and 72 h. (Q4 represents normal cells; Q3 represents early apoptotic cells; and Q2 represents late apoptotic). **f** Fkbp51 mRNA levels were measured by qRT-PCR and normalized to *Gapdh* expression. **g** Immunofluorescence analysis of Fkbp51 in HEMs after treatment with 5.0 µg/ml ZnO NPs. Scale bar = 50 µm. **h** Quantitative analysis showing the proportion of Fkbp51^+^ cells in HEMs after treatment with 5.0 µg/ml ZnO NPs. Data represents Mean ± SD (n = 3). *p < 0.05, **p < 0.01 and ***p < 0.001

Apoptosis reflects the toxic effects of ZnO NPs on HEMs. Negligible TUNEL^+^ staining was observed in untreated control cells and cells treated with 2.5 µg/ml ZnO NPs (Additional file 1: Figure S5b). After treatment with 5.0 µg/ml ZnO NPs, a moderate number of TUNEL^+^ cells were observed after 24 h of treatment, a small number of TUNEL^+^ cells were observed after 48 h of treatment, and a minimal number of TUNEL^+^ cells were observed after 72 h of treatment (Fig. 7c). The quantitative analysis (Fig. 7d) revealed a gradually decreasing level of TUNEL^+^ staining with increased treatment time. Annexin-V/PI assay was used to distinguish apoptotic and necrotic cells. In Annexin-V/ PI analysis (Fig. 7e), 75.4%, 78.2% and 79.2% of HEMs remained viable in the control group after 24, 48 and 72 h. However, the apoptotic proportions of HEMs treated with 5.0 µg/ml ZnO NPs for 24, 48 and 72 h were 28.80% (including 20.9% of early apoptotic cells and 7.90% of late apoptotic cells), 24.37% (including 15.5% of early apoptotic cells and 8.87% of late apoptotic cells) and 20.85% (including 13.8% of early apoptotic cells and 7.05% of late apoptotic cells), respectively. Therefore, treatment with 5.0 µg/ml ZnO NPs for 72 h might induce an anti-apoptotic effect in melanocytes in vitro.

qRT-PCR was used to evaluate gene expression at the mRNA level. No changes in Fkbp51 mRNA levels in HEMs were observed after treatment with 2.5 µg/ml ZnO NPs compared with untreated cells (Additional file 1: Figure S5c). The Fkbp51 mRNA level in HEMs increased after treatment with 5.0 µg/ml ZnO NPs for 72 h compared with treatment for 24 and 48 h (Fig. 7f). Immunofluorescence analysis of Fkbp51 expression, was performed in HEMs after treatment with 5.0 µg/ml ZnO NPs (Fig. 7g). Few Fkbp51^+^ cells were observed in HEMs after treatment with 5.0 µg/ml ZnO NPs for 24 h, but some moderately Fkbp51^+^ positive cells were observed after treatment for 48 and 72 h. The quantitative analysis (Fig. 7h) revealed that 48 h of treatment with 5.0 µg/ml ZnO NPs in HEMS resulted in an increased proportion of Fkbp51^+^ cells compared with that observed after 24 h of treatment, and the proportion of Fkbp51^+^ cells increased further after 72 h of treatment.

These results indicate that treatment with 5.0 µg/ml ZnO NPs for 72 h might induce malignant transformation in melanocytes in vitro.

### ZnO NPs induces an anti-apoptotic effect in melanocytes through oxidative stress, mediated by the NF-κB pathway

To investigate whether NF-κB activation was accompanied by Bcl-2 expression, HEMs were subjected to double immunofluorescence staining to identify NF-κB p65^+^ and Bcl-2^+^ cells after treatment with 5.0 µg/ml ZnO NPs for 24, 48, and 72 h (Fig. 8a). Few positively stained HEMs were detected after 24 h of treatment with 5.0 µg/ml ZnO NPs, but some moderately positive cells were detected after treatment for 48 and 72 h. Quantitative analysis of immunofluorescence after treatment with 5.0 µg/ml ZnO NPs (Fig. 8b) revealed that 48 h of treatment resulted in a higher proportion of NF-κB p65^+^Bcl-2^+^ HEM cells than 24 h of treatment, and the proportion of NF-κB p65^+^Bcl-2^+^ cells increased further after 72 h of treatment. This result indicated that treatment with 5.0 µg/ml ZnO NPs 72 h led to NF-κB activation, accompanied by Bcl-2 expression.

**Fig. 8:**
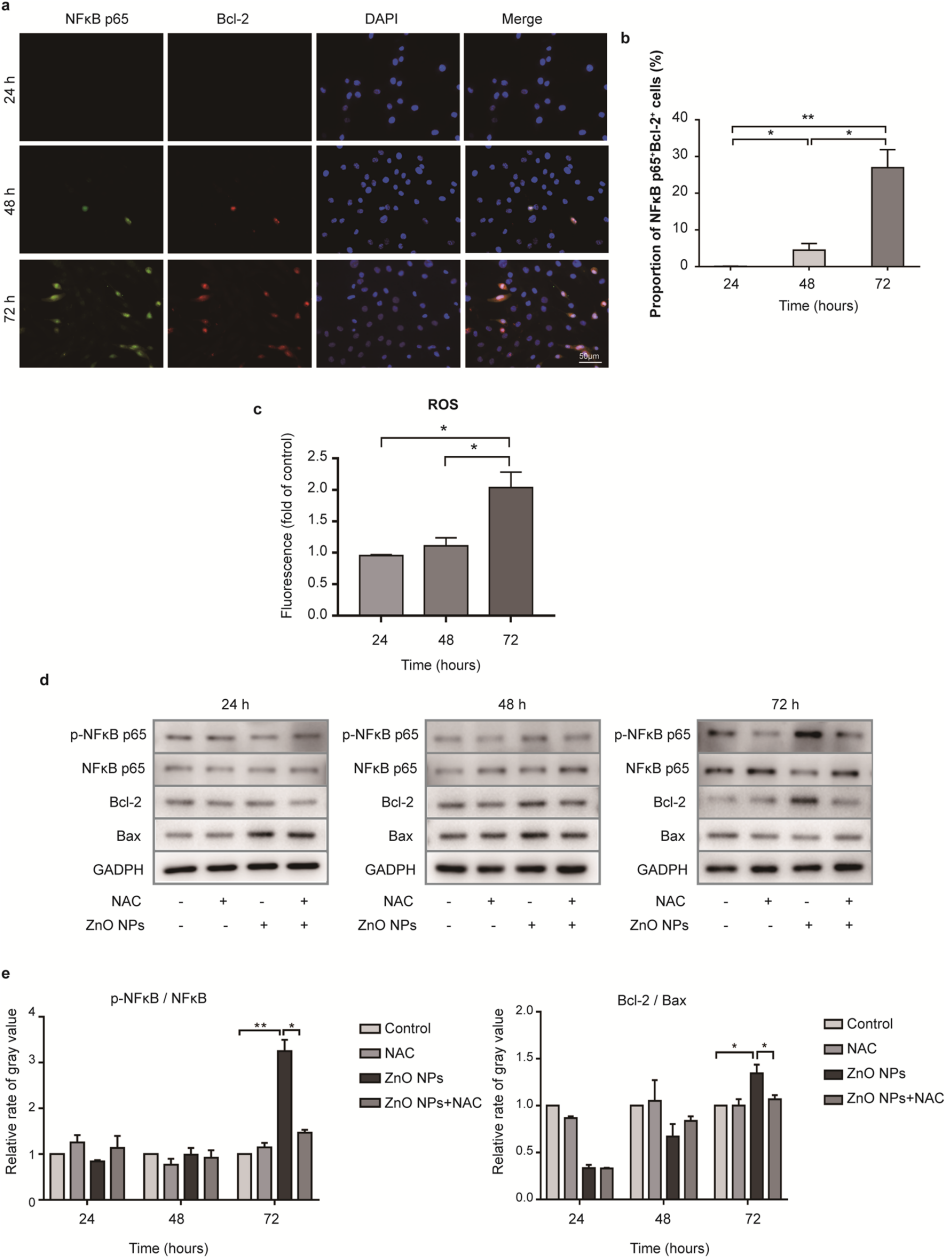
ZnO NPs induced an anti-apoptosis effect mediated by the activation of NF-κB in response to ROS. **a** Immunofluorescence analysis of skin sections using antibodies against NF-κB p65 and Bcl-2. Scale bar = 50 µm. **b** Quantitation of the proportion of NF-κB p65^+^Bcl-2^+^ cells after ZnO NP treatment. **c** Relative mean fluorescence intensity of intracellular ROS levels in HEMs treated with 5.0 µg/ml ZnO NPs compared with control levels. **d** Representative western blotting results showing the expression of NF-κB, p-NF-κB, Bcl-2, and Bax. n = 3. **e** Quantitation of ratio of p-NF-κB/NF-κB and Bcl-2/Bax. Data represents Mean ± SD (n = 3). *p < 0.05 and **p < 0.01

ZnO NPs have previously been shown to induce oxidative stress in treated cells. In our case, 5.0 µg/ml ZnO NP treatment for 24 and 48 h resulted in no changes in intracellular ROS content, whereas treatment for 72 h increased the ROS content in treated HEMs by approximately two fold that of the control cells (Fig. 8c).

NAC is a general inhibitor of ROS. To elucidate the role of ROS in mediating the malignant transformation of melanocytes, HEMs were treated with 5.0 µg/ml ZnO NPs with or without 2 h of 5 mM NAC pretreatment, followed by western blotting (Fig. 8d). After treatment with 5.0 µg/ml ZnO NPs for 72 h, the total cytoplasmic NF-κB level decreased, accompanied by an increase in cytoplasmic phosphorylated NF-κB, suggesting that NF-κB translocates into the nucleus, resulting in NF-κB activation. The expression of Bcl-2 increased after incubation with 5.0 µg/ml ZnO NPs for 72 h. As shown in Fig. 8e, the ratios of p-NF-κB/NF-κB and Bcl-2/Bax significantly increased in HEMs treated with 5.0 µg/ml ZnO NPs for 72 h, whereas the p-NF-κB/NF-κB and Bcl-2/Bax ratios were significantly decreased in cells pretreated with NAC. These results suggested that ZnO NPs induce intracellular ROS, which trigger an anti-apoptosis effect mediated by NF-κB activation.

## Discussion

Sunscreens are widely used consumer products that may contain nanosized, inorganic, UV-filtering agents, such as ZnO. The safety of ZnO NPs used for topical application has been evaluated using both in vitro and in vivo models, but the results emerging from various studies are inconclusive and controversial. Due to the increasing prevalence of diseases associated with epidermal barrier dysfunction, such as atopic dermatitis, eczema, and acne, whether the repetitive application of ZnO NPs to damaged skin is associated with an increased risk of penetration into the deep skin layers must be determined [1, 12]. In our study, we used a mouse model of epidermal barrier dysfunction, in which skin damage was caused by the skin keratinocyte-specific deletion of *Cdc42* [11].

To obtain a dispersion pattern and consistency similar to those found in sunscreens, ZnO mixtures were prepared in this study using the same ZnO NP content typically allowed in commercial products at a dose of 2 mg/cm^2^ [28]. In this study, we used 50 nm ZnO NPs, which were used in previous studies [12]. ZnO NPs were detected in the stratum corneum and the basal layer of the epidermis when applied to skin with epidermal barrier dysfunction after 14 days of treatment, which indicated that skin with epidermal barrier dysfunction might experience the penetration and translocation of ZnO NPs following repeated applications. ZnO NPs also reached the stratum basale of the epidermis, where melanocytes are located. This study aimed to investigate the effects of the penetrating ZnO NPs on melanocytes in an epidermal barrier dysfunction model mouse.

Melanocytes are located in the basal layer of the epidermis, where they maintain a life-long and stable ratio with basal keratinocytes. Melanocytes represent a minority cell population within the basal epidermis and divide infrequently [40, 41]. Cdc42 deficiency results in the loss of intercellular junctions in the epidermis [11]. which may allow melanocytes to escape keratinocyte control, promoting abnormal proliferation. The proliferation of melanocytes with enlarged nuclei that grow in an irregular pattern within the epidermis could lead to melanoma in situ. Once melanoma cells leave the epidermis and enter the dermis, melanocytes undergo a malignant transformation and acquire the characteristics of invasive cells [42]. The present study revealed that ZnO NP exposure induced a significantly pigmented appearance in epidermal barrier dysfunction model mice after 14 and 49 days of continuous ZnO NP treatment, and hyperpigmentation was further supported by a markedly increased number of melanocytes in the epidermis and dermis after 14 and 49 days of treatment (Tyr/Dct staining). In our study, increased cells with large and irregular nuclei were found in the hyperplastic epidermis in epidermal barrier dysfunction model mice continuously treated with ZnO NPs after 14 and 49 days, and cells with obvious melanin granules were found in a deeper layer of the dermis in epidermal barrier dysfunction model mice treated continuously with ZnO NPs after 49 days. The melanin granules found in a deeper layer of the dermis were accompanied with local immune microenvironment changed, 49-day ZnO NPs treatment resulted in the recruitment of DC cells in the dermis of epidermal barrier dysfunction skin. NP treatment has been hypothesized to cause the transformation of normal cells into tumor cells [15, 43] We further investigated whether abnormal proliferation and activation can lead to the malignant transformation of melanocytes after ZnO NP treatment.

In our study, RNA-seq was further used to provide substantial and detailed information regarding the toxicological responses associated with malignant transformation, and results of the qRT-PCR analysis revealed comparable results to those obtained by RNA-seq. FKBP51 has been found to be highly expressed in melanoma, which may be associated with a melanoma cancer stem-cell phenotype and melanoma invasiveness [44, 45]. In addition, Rambow et al. suggested that TRIM63 was overexpressed in melanoma cell lines [46]. 

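With each of the 12 libraries left out in turn, the log2 fold change of *Fkbp5* in the libraries labelled KO+ZnO NPs stayed between 1.06 and 1.53 against KO. The gene was called in 11 of these 12 fits and lost its call without replicate 2 of KO, at an adjusted p of 0.0565 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the libraries labelled WT+ZnO NPs it stayed between 2.02 and 2.21 and was called in 11 of the fits, with an adjusted p of 0.123 from the same test without replicate 3 of those labelled WT+ZnO NPs. The log2 fold change of *Trim63* against KO ranged from 1.58 to 2.77 and was called in 10 of the fits, but not without replicate 2 or replicate 3 of KO, where the adjusted p reached 0.0704 in the same test. Against the libraries labelled WT+ZnO NPs, *Trim63* ranged from 0.70 to 1.71 and was called in 0 of the 12 fits, with an unadjusted p of 0.0122 in edgeR's test of all libraries. Replicate 2 of the libraries labelled KO+ZnO NPs decided the size of that difference, which was 0.70 without it.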

In our study, the levels of both *Fkbp51* and *Trim63* were clearly upregulated after 14 days of ZnO NP treatment to the exposed skin of epidermal barrier dysfunction model mice. TSP1 expression is also thought to suppresses angiogenesis in melanoma [47]. 

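With each of the 12 libraries left out in turn, the log2 fold change of *Thbs1* (Tsp1) in the libraries labelled KO+ZnO NPs stayed between -1.84 and -1.06 against KO and between -2.46 and -1.67 against those labelled WT+ZnO NPs. All of these fits kept the gene lower in the libraries labelled KO+ZnO NPs, and 0 of the 12 called it in either comparison, with the lowest adjusted p at 0.0657 and 0.0792 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all libraries, the unadjusted p from edgeR's test was 0.0250 against KO and 0.00498 against the libraries labelled WT+ZnO NPs. The spread was widest in the libraries labelled WT+ZnO NPs, where replicate 3 held 133.1 CPM and the others 441.6 and 551.3 CPM.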

We also found that *Tsp1* mRNA levels were suppressed by 14 days of ZnO NP treatment applied to the skin of epidermal barrier dysfunction model mice. These results indicated that continuous ZnO NP treatment for 14 days induced the expression of melanoma-related genes in the epidermal barrier dysfunction model mouse. 

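Whether the change under ZnO NPs differed between genotypes was tested as the interaction of genotype and ZnO NPs, in which the change between the libraries labelled WT+ZnO NPs and WT is subtracted from the change between the libraries labelled KO+ZnO NPs and KO. On the log2 scale the interaction of *Fkbp5* was 1.79 (standard error 0.40, adjusted p = 0.0256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 16 of 19 alternatives and lost without replicate 3 of WT or replicate 3 of the libraries labelled WT+ZnO NPs (adjusted p of 0.0529 and 0.0687) and with the Y-linked transcripts as a covariate (0.0975). The interaction of *Trim63* was 2.25 (standard error 0.66, adjusted p = 0.0587 from the same test) and was called in 4 of the 19 alternatives, with 0.00726 under DESeq2 on all 12 libraries in a range of 0.00726 to 0.241. That of *Thbs1* was -1.87 (standard error 0.80, adjusted p = 0.162 from the same test) and was called in none of them. The paper cites Fkbp51 as highly expressed in melanoma, a proposed overexpression of Trim63 in melanoma cell lines, and Tsp1 as thought to suppress angiogenesis in melanoma. From the higher levels of Fkbp51 and Trim63 and the lower level of Tsp1, the paper reasons that ZnO NP treatment for 14 days induced melanoma-related genes in the epidermal barrier dysfunction model.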

Double immunofluorescence staining for Dct and Fkbp51 showed that most of the Dct^+^ cells were also Fkbp51^+^ in the skin of epidermal barrier dysfunction model mice continuously treated with ZnO NPs after 14 and 49 days. These results indicate that the continuous application of ZnO NPs to skin with epidermal barrier dysfunction resulted in a persistent increase in Fkbp51 expression in melanocytes. Thus, continuous and repeated exposure (for 14 days or longer) to ZnO NPs induced a malignant transformation in melanocytes, resulting in the development of melanoma-like lesions in epidermal barrier dysfunction model mice in vivo.

Oxidative stress is an important mechanism implicated in NP-induced effects on health, such as cancer development [48–50]. It has been suggested that NPs led to changes of oxidative stress indicators like CAT, SOD, GSH and MDA [51]. In our study, oxidative stress was found to be induced by the application of ZnO NPs to the skin of epidermal barrier dysfunction model mice, as evidenced by GSH depletion, reductions in CAT and SOD activity, and increased MDA content. An increase in the level of 8-OHdG staining in the skin of epidermal barrier dysfunction model mice after continuous ZnO NP treatment revealed DNA damage associated with oxidative stress. Epidermal melanocytes are particularly vulnerable to oxidative stress due to the pro-oxidant state generated during melanin synthesis but intrinsic antioxidant defense generated under pathologic conditions [20]. Recent observations have suggested that melanomagenesis may be associated with increased ROS, oxidative stress, and redox imbalance [52–57]. The redox status has been suggested to play an important role in melanocyte transformation [27], and increased ROS levels accelerate melanoma initiation and progression [58]. It has been suggested that increased ROS fluorescence was observed after exposure to the ZnO nanomaterials [59]. In our study, HEMs treated with 5.0 µg/ml ZnO NPs for 72 h presented with significantly increased ROS content, whereas the same treatment for 24 and 48 h had no significant effect on intracellular ROS content compared with untreated control.

The ROS-generating capability of ZnO NPs is associated with the cytotoxic response, which could lead to cell death or apoptosis [59–62]. The deregulation of apoptosis is considered a hallmark feature of cancer [63, 64]. In our study, increased TUNEL staining was observed following 4 days of continuous ZnO NP treatment applied to the skin of epidermal barrier dysfunction model mice; however, TUNEL^+^ cells decreased after 14 and 49 days of continuous treatment, suggesting that continuous ZnO NP treatment decreased apoptosis in the skin of epidermal barrier dysfunction model mice. Consistently, in vitro, a moderate number of TUNEL^+^ cells were observed after 24 h of treatment with 5.0 µg/ml ZnO NPs, but a decrease in the number of TUNEL^+^ cells was detected in HEMs after 48 and 72 h of treatment. Annexin-V/PI assay showed a decreased proportions of apoptotic HEMs treated with 5.0 µg/ml ZnO NPs for 72 h than 24 and 48 h as well. The Bcl-2 family of proteins, which are closely associated with cancer development, are key players in apoptosis, with some members, including Bcl-2 and Bcl-x_L_, acting as apoptosis inhibitory proteins and others, such as Bax, Bad, and Bak, serving as apoptosis promoters [65–67]. In our experiment, we found that melanocytes were the primary source of Bcl-2 production in skin with epidermal barrier dysfunction, as indicated by the increased intensity of Dct^+^Bcl-2^+^ staining after continuous ZnO NP treatment for 14 and 49 days. Thus, our results revealed that continuous exposure to ZnO NPs deregulated apoptosis and upregulated the expression of the anti-apoptotic factor Bcl-2 in melanocytes.

Increased Bcl-2 protein expression has been associated with NF-κB/Rel activation [40, 68]. resulting in the nuclear translocation of NF-κB p65. The results of our study showed that melanocytes were the primary source of NF-κB p65 activation. Further study revealed that increased NF-κB p65 expression was accompanied by an increase in Bcl-2 expression in the skin of epidermal barrier dysfunction model mice after continuous ZnO NP treatment for 14 and 49 days. NF-κB activation and upregulated Bcl-2 expression were also observed in HEMs after treatment with 5.0 µg/ml ZnO NPs for 72 h in vitro. Our study revealed that continuous exposure to ZnO NPs promoted an anti-apoptotic effect in melanocytes, mediated by NF-κB signaling.

Intracellular oxidative stress can induce NF-κB activation and alter the activity of other transcription factors, triggering a downstream stress response, including an anti-apoptotic effect, during the malignant transformation of melanocytes [68–70]. The antioxidant agent NAC was used to investigate whether continuous exposure to ZnO NPs and the associated upregulation of ROS induced NF-κB activation to promote anti-apoptotic factors in vitro. The results of our study demonstrated that ROS induction following continuous ZnO NP exposure led to NF-κB activation and an increase in the Bcl-2/Bax ratio. NAC pretreatment efficiently inhibited the induction of an apoptotic effect by ZnO NPs (as measured by the Bcl-2/Bax ratio) and resulted in reduced nuclear NF-κB p65 expression (as measured by the p-NF-κB/NF-κB ratio). Thus, ZnO NPs appear to induce a high level of ROS in melanocytes, triggering an anti-apoptotic effect mediated by the activation of the NF-κB pathway. The penetration of ZnO NPs into the skin under conditions of epidermal barrier dysfunction and the resultant damage to melanocytes are depicted in Fig. 9.

**Fig. 9:**
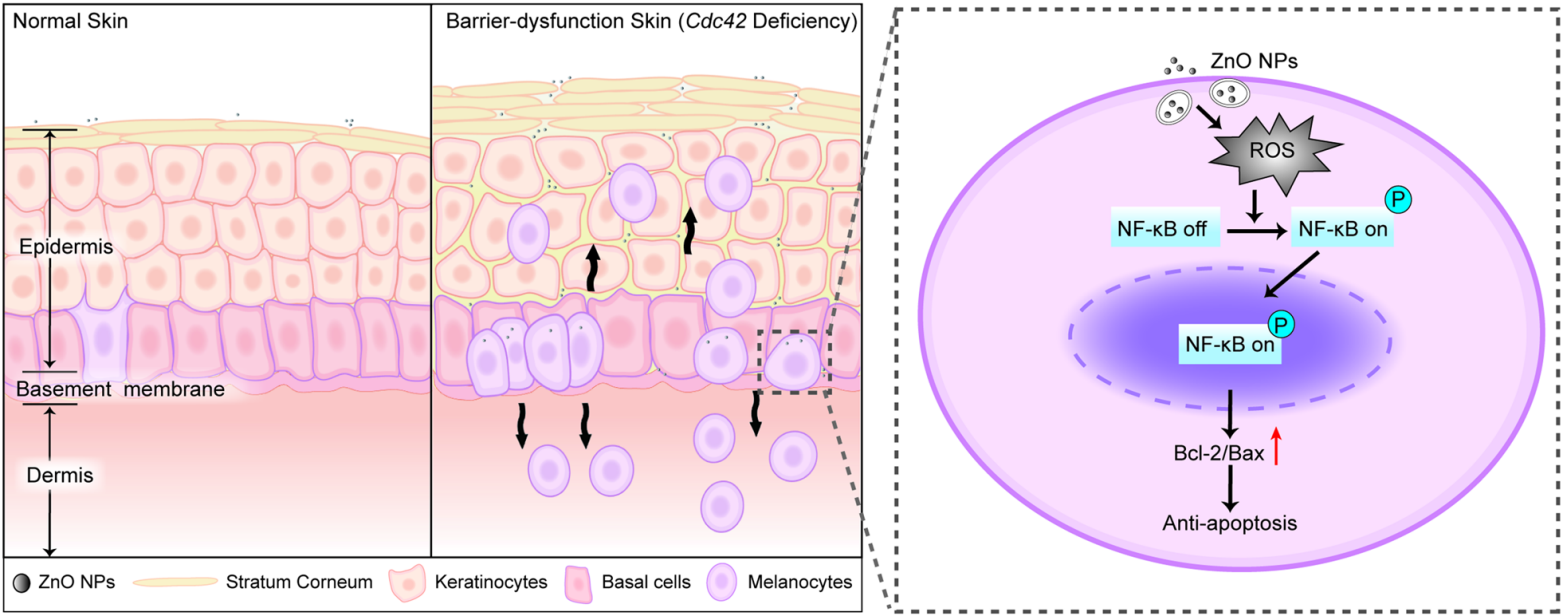
A schematic illustration showing the impact of ZnO NPs on skin with barrier dysfunction. In normal skin, ZnO NPs cannot penetrate the stratum corneum. In skin with barrier dysfunction, ZnO NPs are able to penetrate the stratum basale of the epidermis, resulting in melanocyte hyperplasia in the epidermis and dermis. Moreover, ZnO NPs induce an anti-apoptotic effect in melanocytes via the activation of the NF-κB pathway, which is mediated by oxidative stress

## Conclusion

Our results demonstrate that repeated and continuous topical exposure to ZnO NPs in skin with barrier dysfunction allows these particles to penetrate into the stratum basale of the epidermis, resulting in the development of melanoma-like lesions on the skin in a mouse model of epidermal barrier dysfunction. Continuous exposure to ZnO NPs induces an anti-apoptotic effect in melanocytes through the oxidative stress–mediated activation of NF-κB pathways, both in vivo and in vitro. This study provided new information regarding the melanoma risk associated with repeated and continuous exposure to ZnO NPs under conditions of epidermal barrier dysfunction.

## Supplementary Information

**Additional file 1: Figure S1**. PCR verification of *Cdc42* deletion in the epidermis. The upper panel shows PCR products for the *Cdc42*^*loxp/loxp*^ allele and the bottom panel shows those of the K5-Cre (+) allele. The 700-base-pair (bp) band represents the flox allele; the 600 bp band represents the wild-type (WT) allele; the 667 bp band represents the K5-Cre (+) allele; and the blank band represents the internal positive control. The *Cdc42*^*loxp/loxp*^/Cre+ mice were *Cdc42* KO, and the* Cdc42*^*loxp/wt*^/Cre-/*Cdc42*^*loxp/loxp*^/Cre- were *Cdc42* WT. **Figure S2**. Cluster Analysis Using a Heatmap. Cluster analysis of differentially expressed mRNA in the skin of WT and *Cdc42* KO mice continuously treated for 14 days in the negative control and zinc oxide nanoparticles (ZnO NPs) group. Red indicates increased expression, and blue indicates decreased expression. n = 3. **Figure S3**. Changes in skin of WT and *Cdc42* KO mice continuously treated in the negative control group. a The gross morphology of WT and *Cdc42* KO mice in the negative control group continuously treated for 0, 14 and 49 days. b Histological changes in the skin of WT and *Cdc42* KO mice in the negative control group continuously treated for 0, 14 and 49 days. Scale bar = 100 μm. c Immunohistochemical detection of tyrosinase in the skin of WT and *Cdc42* KO mice in the negative control group continuously treated for 0, 14 and 49 days. Scale bar = 50 µm. **Figure S4**. Abnormal apoptosis and proliferation in the skin of WT and *Cdc42* KO mice treated with ZnO NPs. a Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) in the skin of WT and *Cdc42* KO mice continuously treated with ZnO NPs, observed on days 4. Scale bar = 100 μm. b Quantitation of TUNEL-positive cells in the epidermis of *Cdc42* KO continuously treated with ZnO NPs for 4, 14 and 49 days. c Immunohistochemical image of Ki67-positive staining cells in the epidermis of WT and *Cdc42* KO mice continuously treated with ZnO NPs, observed on days 0, 14 and 49. Scale bar = 50 μm. d Quantitative analysis of the number of Ki67-positive cells in the epidermis of WT and *Cdc42* KO mice continuously treated with ZnO NPs for 4, 14, and 49 days. Data represents Mean ± standard deviation (SD) (n=3). *p < 0.05, **p < 0.01, and ***p < 0.001. **Figure S5**. Changes in human epidermal melanocytes (HEMs) in culture after treatment with 2.5 µg/ml ZnO NPs. a Images of HEMs in culture after treatment with 2.5 µg/ml ZnO NPs, monitored using inverted phase-contrast microscopy. Scale bar = 200 μm. b TUNEL staining of HEMs after treatment with 2.5 µg/ml ZnO NPs. Scale bar = 100 µm. c Fkbp51 mRNA levels were measured by quantitative real-time reverse transcriptase PCR (qRT-PCR) and normalized to Gapdh expression. Data represents Mean ± SD (n = 3).

## Data Availability

The datasets used and/or analyzed in the current study are available from the corresponding author on reasonable request.

## Abbreviations

AD: Atopic dermatitis
CAT: Catalase
Cdc42: Cell division cycle 42;
CCK-8: Cell-counting kit 8
DAPI: 4’,6-Diamidino-2-phenylindole
DCFH-DA: 2′,7′ -Dichlorofluorescein diacetate
DE: Differentially expressed
Fkbp51: FK506-binding protein 51
GSH: Glutathione
HPMC: Hydroxypropyl methylcellulose
HEMs: Human epidermal melanocytes
KO: Knockout
MDA: Malondialdehyde
NAC: N-acetylcysteine
NS: Normal saline
NF-κB: Nuclear factor kappa B
PBS: Phosphate-buffered saline
P-NF-κB: Phospho-NF-κB
QRT-PCR: Quantitative real-time reverse transcriptase PCR
ROS: Reactive oxygen species
RNA-seq: RNA sequencing
SEM: Scanning electron microscopy
SD: Standard deviation
TAM: Tumor-associated macrophages
TEM: Transmission electron microscopy
TEWL: Transepidermal water loss
Treg: Regulatory T cells
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick end labeling
Tsp1: Thrombospondin-1
T-SOD: Total superoxide dismutase
Trim63: Tripartite motif-containing 63
TME: Tumor microenvironment
Tyr: Tyrosinase
Trp-2/Dct: Tyrosinase-related protein-2/dopachrome tautomerase
UV: Ultraviolet
WT: Wild-type
XRD: X-ray diffraction
ZnO NPs: Zinc oxide nanoparticles
8-OHdG: 8-Hydroxydeoxyguanosine

# Supplementary material for: Continuous ZnO nanoparticle exposure induces melanoma-like skin lesions in epidermal barrier dysfunction model mice through anti-apoptotic effects mediated by the oxidative stress–activated NF-κB pathway
**Source:** J Nanobiotechnology. 2022 Mar 5;20:111. doi: 10.1186/s12951-022-01308-w
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. PCR verification of Cdc42 deletion in the epidermis. The upper panel shows PCR products for the Cdc42loxp/loxp allele and the bottom panel shows those of the K5-Cre (+) allele. The 700-base-pair (bp) band represents the flox allele; the 600 bp band represents the wild-type (WT) allele; the 667 bp band represents the K5-Cre (+) allele; and the blank band represents the internal positive control. The Cdc42loxp/loxp/Cre+ mice were Cdc42 KO, and the Cdc42loxp/wt/Cre-/Cdc42loxp/loxp/Cre- were Cdc42 WT. Figure S2. Cluster Analysis Using a Heatmap. Cluster analysis of differentially expressed mRNA in the skin of WT and Cdc42 KO mice continuously treated for 14 days in the negative control and zinc oxide nanoparticles (ZnO NPs) group. Red indicates increased expression, and blue indicates decreased expression. n = 3. Figure S3. Changes in skin of WT and Cdc42 KO mice continuously treated in the negative control group. a The gross morphology of WT and Cdc42 KO mice in the negative control group continuously treated for 0, 14 and 49 days. b Histological changes in the skin of WT and Cdc42 KO mice in the negative control group continuously treated for 0, 14 and 49 days. Scale bar = 100 μm. c Immunohistochemical detection of tyrosinase in the skin of WT and Cdc42 KO mice in the negative control group continuously treated for 0, 14 and 49 days. Scale bar = 50 µm. Figure S4. Abnormal apoptosis and proliferation in the skin of WT and Cdc42 KO mice treated with ZnO NPs. a Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) in the skin of WT and Cdc42 KO mice continuously treated with ZnO NPs, observed on days 4. Scale bar = 100 μm. b Quantitation of TUNEL-positive cells in the epidermis of Cdc42 KO continuously treated with ZnO NPs for 4, 14 and 49 days. c Immunohistochemical image of Ki67-positive staining cells in the epidermis of WT and Cdc42 KO mice continuously treated with ZnO NPs, observed on days 0, 14 and 49. Scale bar = 50 μm

**Additional File**

Continuous ZnO nanoparticle exposure induces melanoma-like skin lesions in epidermal barrier dysfunction model mice through anti-apoptotic effects mediated by the oxidative stress–activated NF-κB pathway

*Ping Wang1,†, Guodong Hu2,†, Wen Zhao3, Juan Du4, Menghan You1, Mengying Xv5, Hong Yang2, Min Zhang1, Fang Yan1, Mianbo Huang1, Xueer Wang1, Lin Zhang1,*, Yinghua Chen1,**

**1. Additional Figures**

**1.1. *Cdc42* knockout mice show abnormal inside-out and outside-in barrier function.**

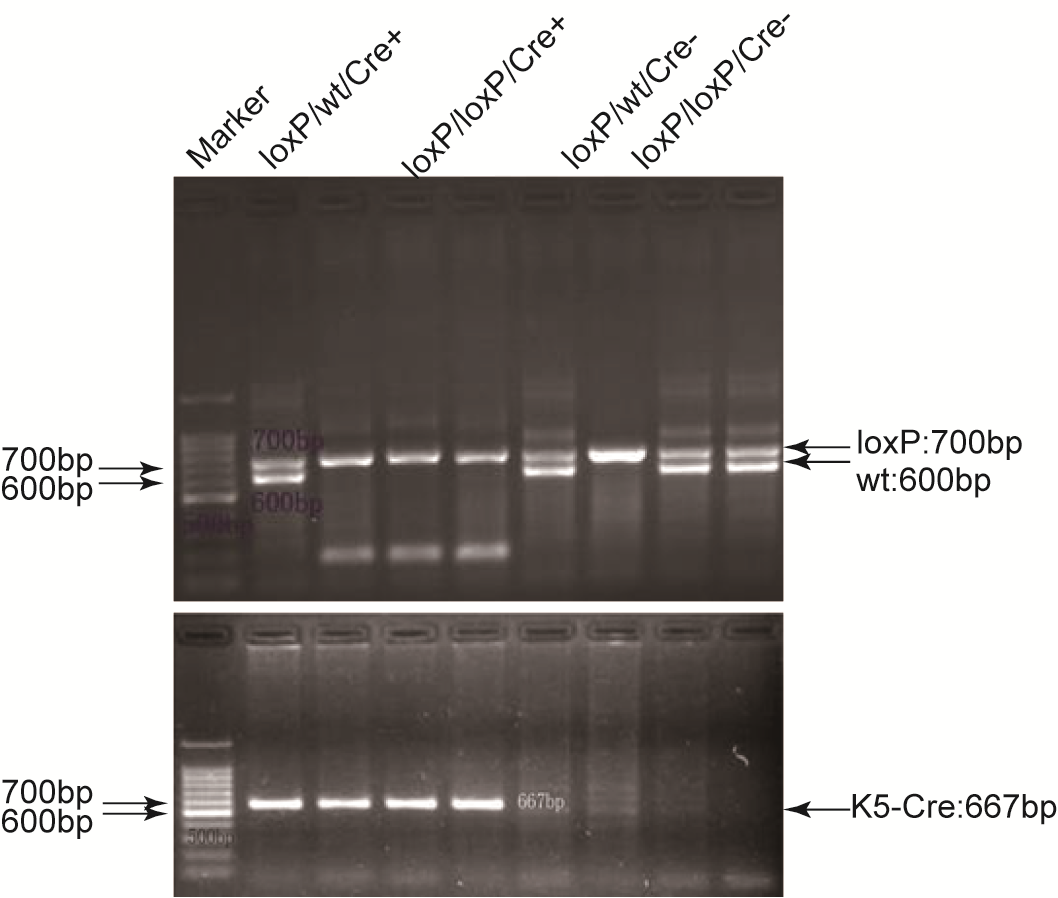

**Figure S1.**  PCR verification of *Cdc42* deletion in the epidermis. The upper panel shows PCR products for the *Cdc42*loxp/loxp allele and the bottom panel shows those of the *K5*-Cre (+) allele. The 700-base-pair (bp) band represents the flox allele; the 600 bp band represents the wild-type (WT) allele; the 667 bp band represents the *K5*-Cre (+) allele; and the blank band represents the internal positive control. The *Cdc42*loxp/loxp/Cre+ mice were *Cdc42* KO, and the *Cdc42*loxp/wt/Cre-/*Cdc42*loxp/loxp/Cre- were *Cdc42* WT.

**1.2. [In](../../../luckypp/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html" \l "/javascript:;) [vivo](../../../luckypp/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html" \l "/javascript:;) [experiment](../../../luckypp/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html" \l "/javascript:;)s**

**
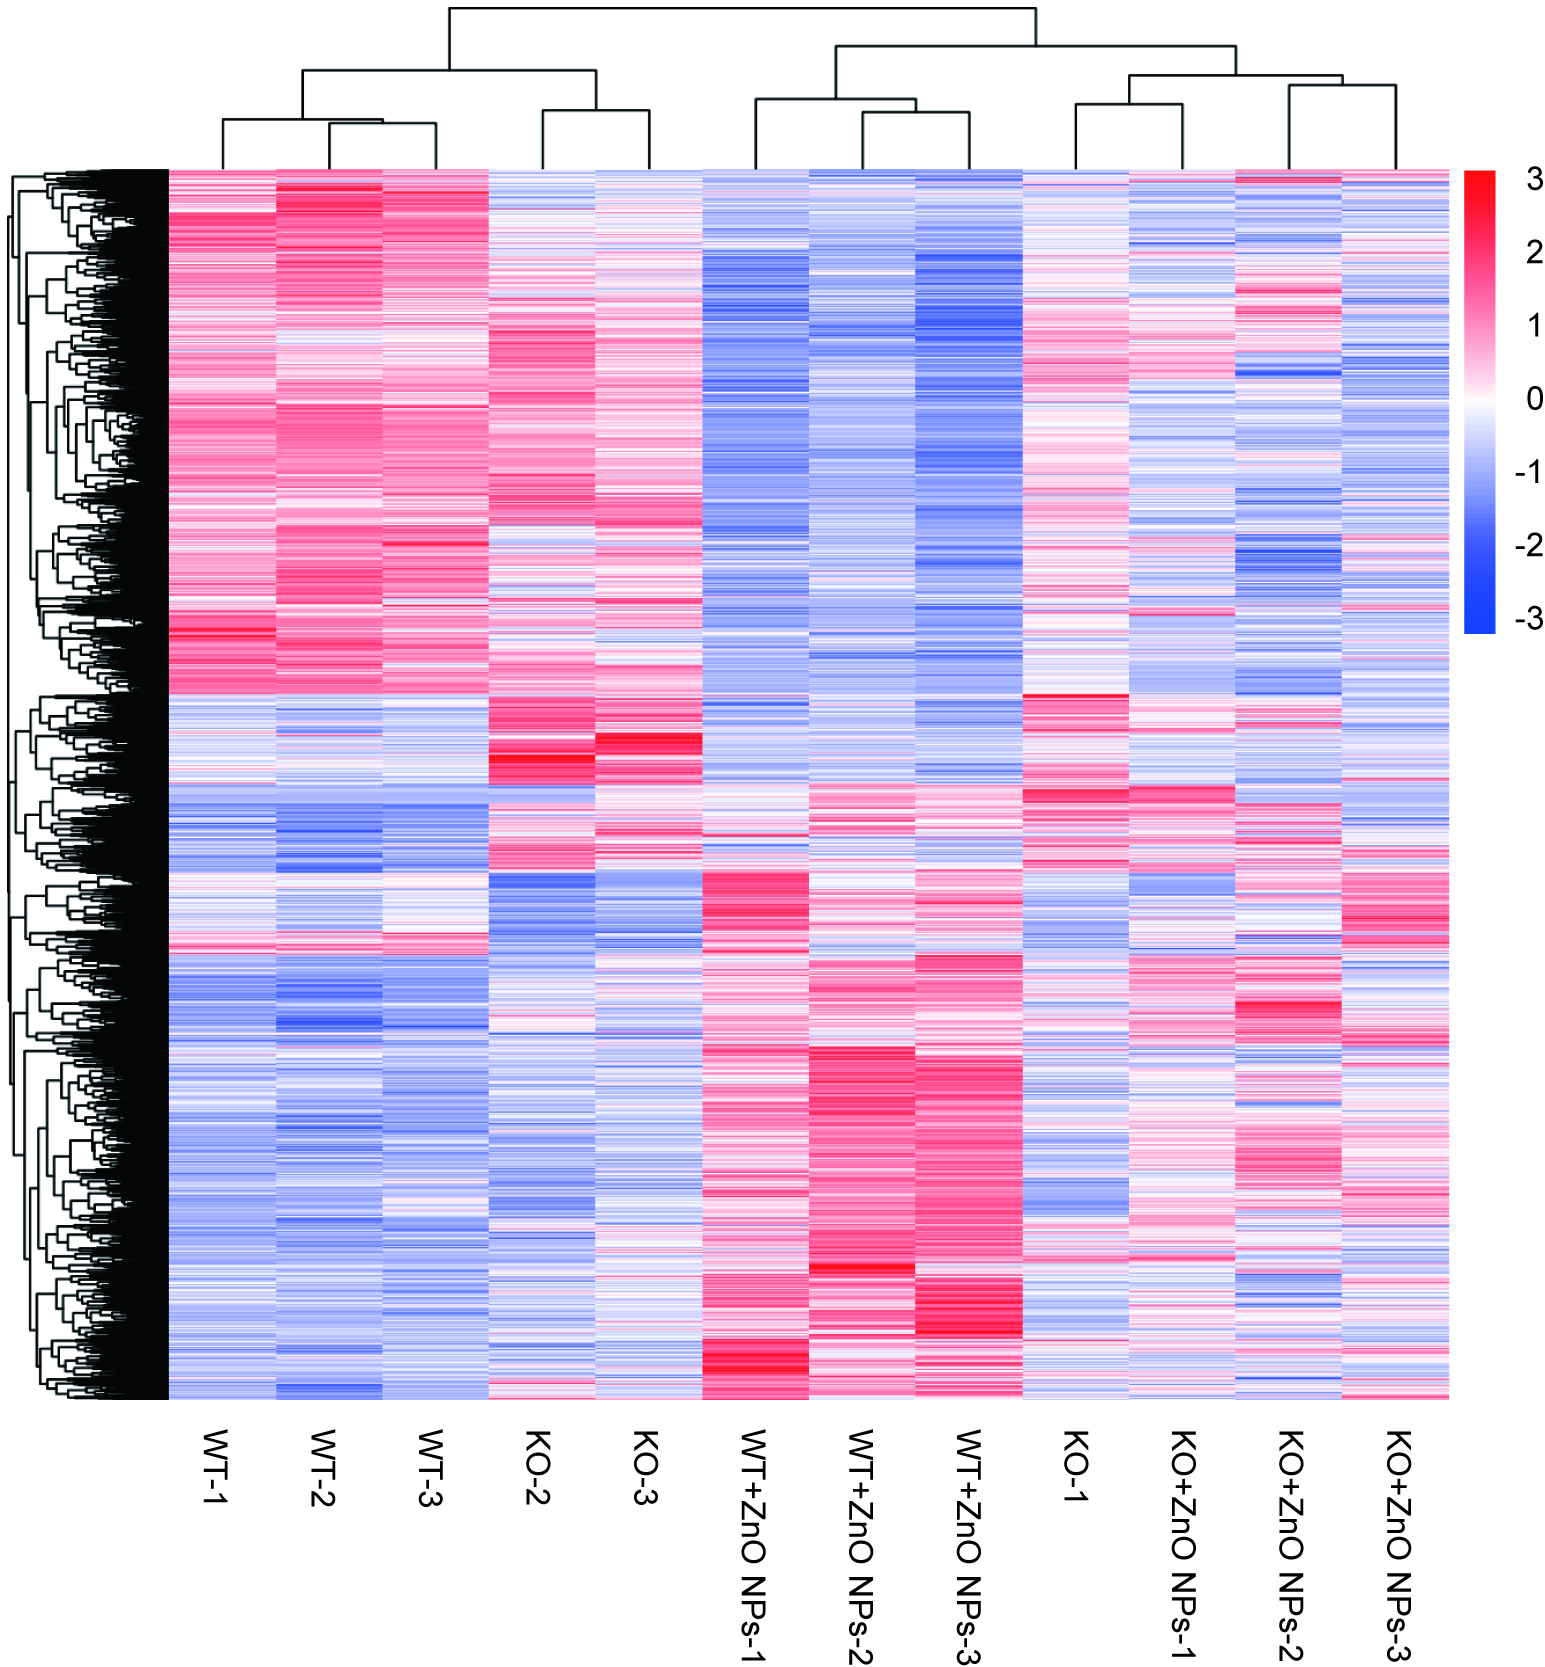
**

**Figure S2.** Cluster Analysis Using a Heatmap. Cluster analysis of differentially expressed mRNA in the skin of WT and *Cdc42* KO mice continuously treated for 14 days in the negative control and zinc oxide nanoparticles (ZnO NPs) group. Red indicates increased expression, and blue indicates decreased expression. n=3.

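The 12 libraries were clustered on the 9297 genes that were called in at least 1 of the 4 group comparisons, as log2(CPM + 1) scaled to z scores per gene, by Euclidean distance and complete linkage. Of the 2 main branches, one held the 6 libraries of ZnO NP-treated mice and the other the 6 libraries of the negative control group, with 0 of the 3 KO libraries among the treated ones. Since the genes were chosen for differing between these groups, a split by treatment is favoured by the choice. In the control branch, replicates 1 and 3 of KO were nearest each other, at a distance of 69.96, and replicate 2 of KO was nearest to replicate 3, at 70.04. The WT libraries were closer together, at 58.48 between replicates 2 and 3. The libraries labelled KO+ZnO NPs were the farthest apart within a group, with replicate 2 at 90.58 from its nearest library, replicate 1 of the same group. Average linkage and a correlation distance gave the same 2 branches. With all 18822 genes kept by the filter in place of the called genes, replicate 1 of the libraries labelled KO+ZnO NPs left the treated branch.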

**
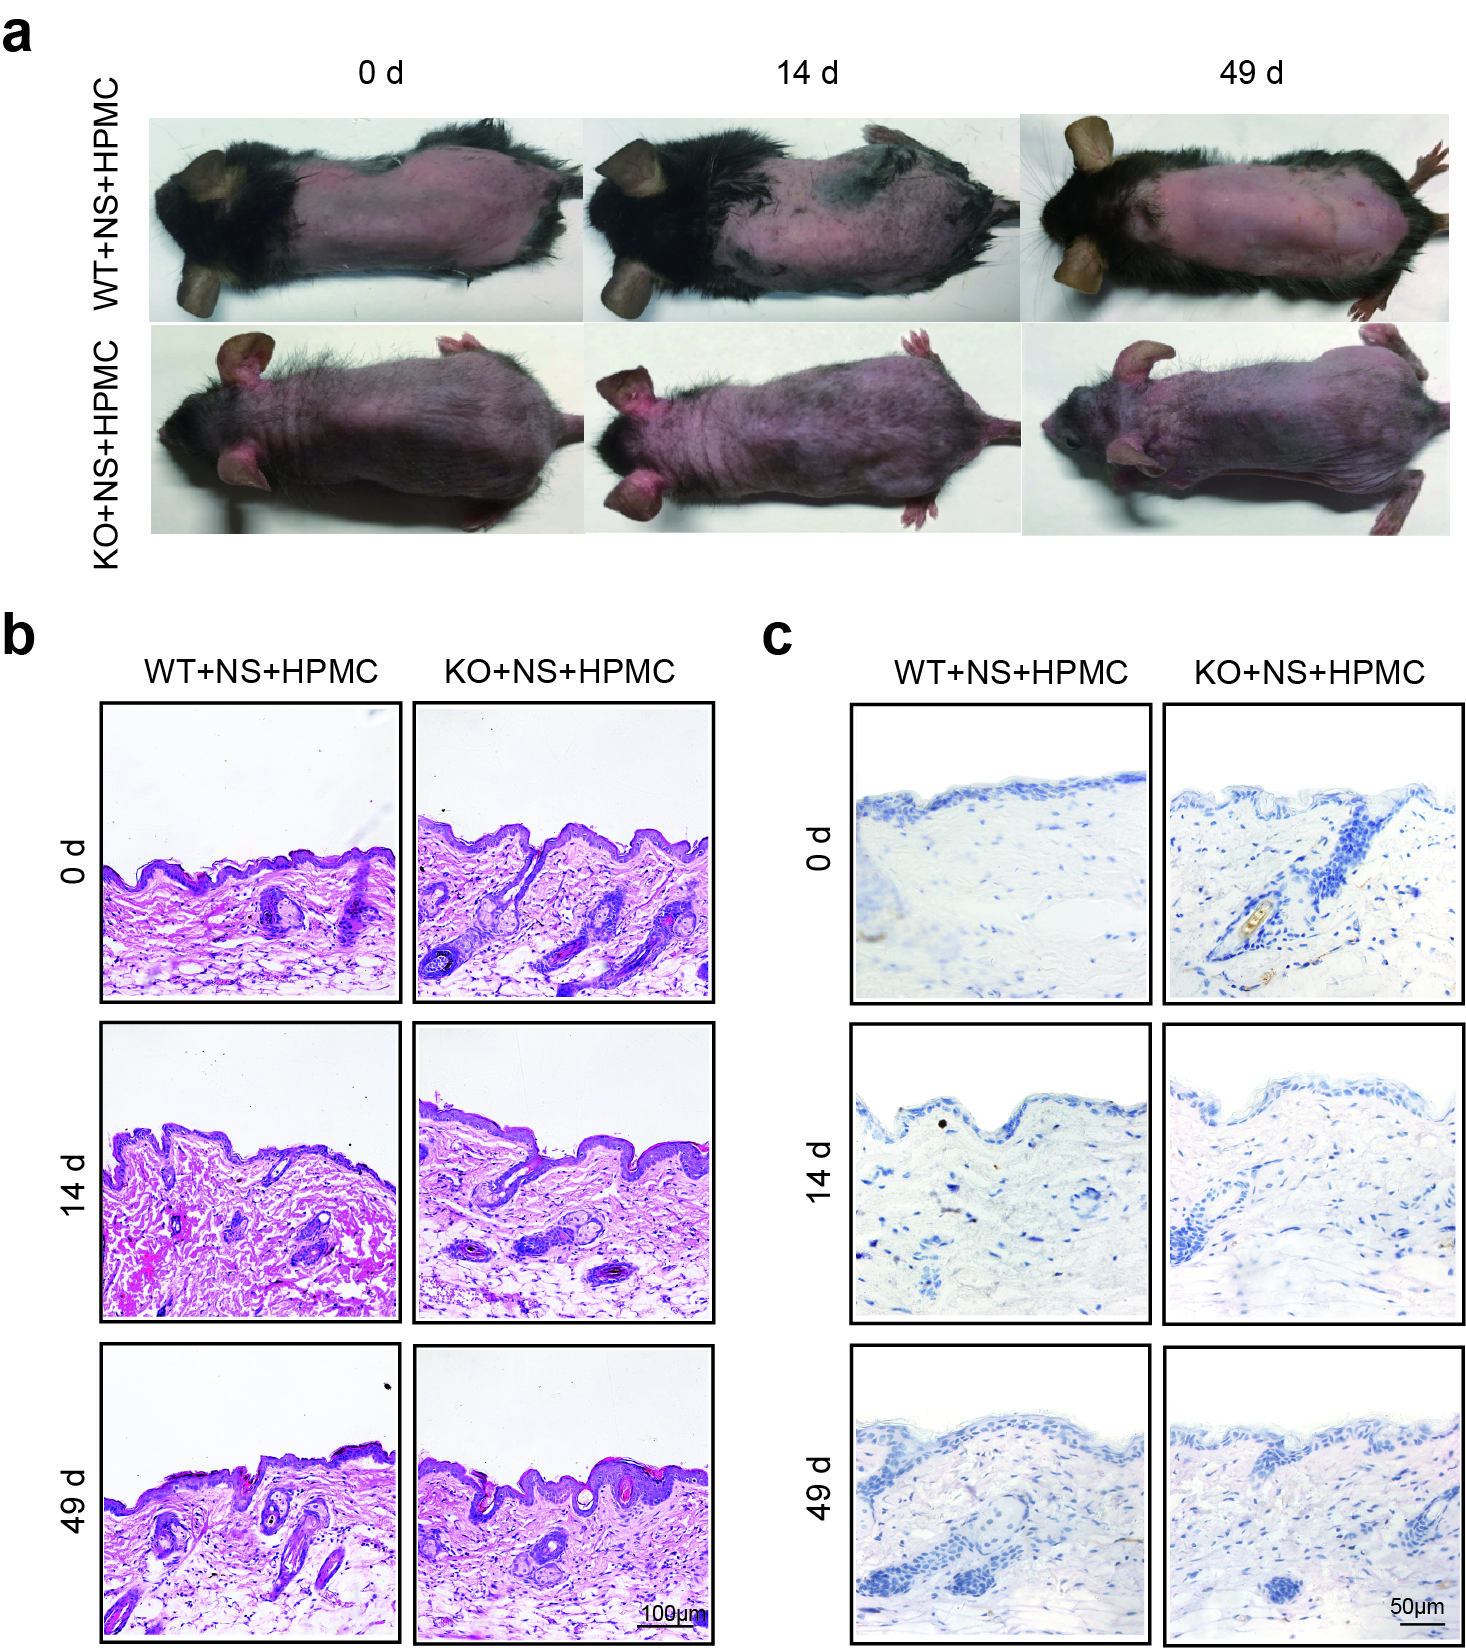
**

**Figure S3.** Changes in skin of WT and *Cdc42* KO mice continuously treated in the negative control group. **a** The gross morphology of WT and *Cdc42* KO mice in the negative control group continuously treated for 0, 14 and 49 days. **b** Histological changes in the skin of WT and *Cdc42* KO mice in the negative control group continuously treated for 0, 14 and 49 days. Scale bar = 100 μm. **c** Immunohistochemical detection of tyrosinase in the skin of WT and *Cdc42* KO mice in the negative control group continuously treated for 0, 14 and 49 days. Scale bar = 50 μm.

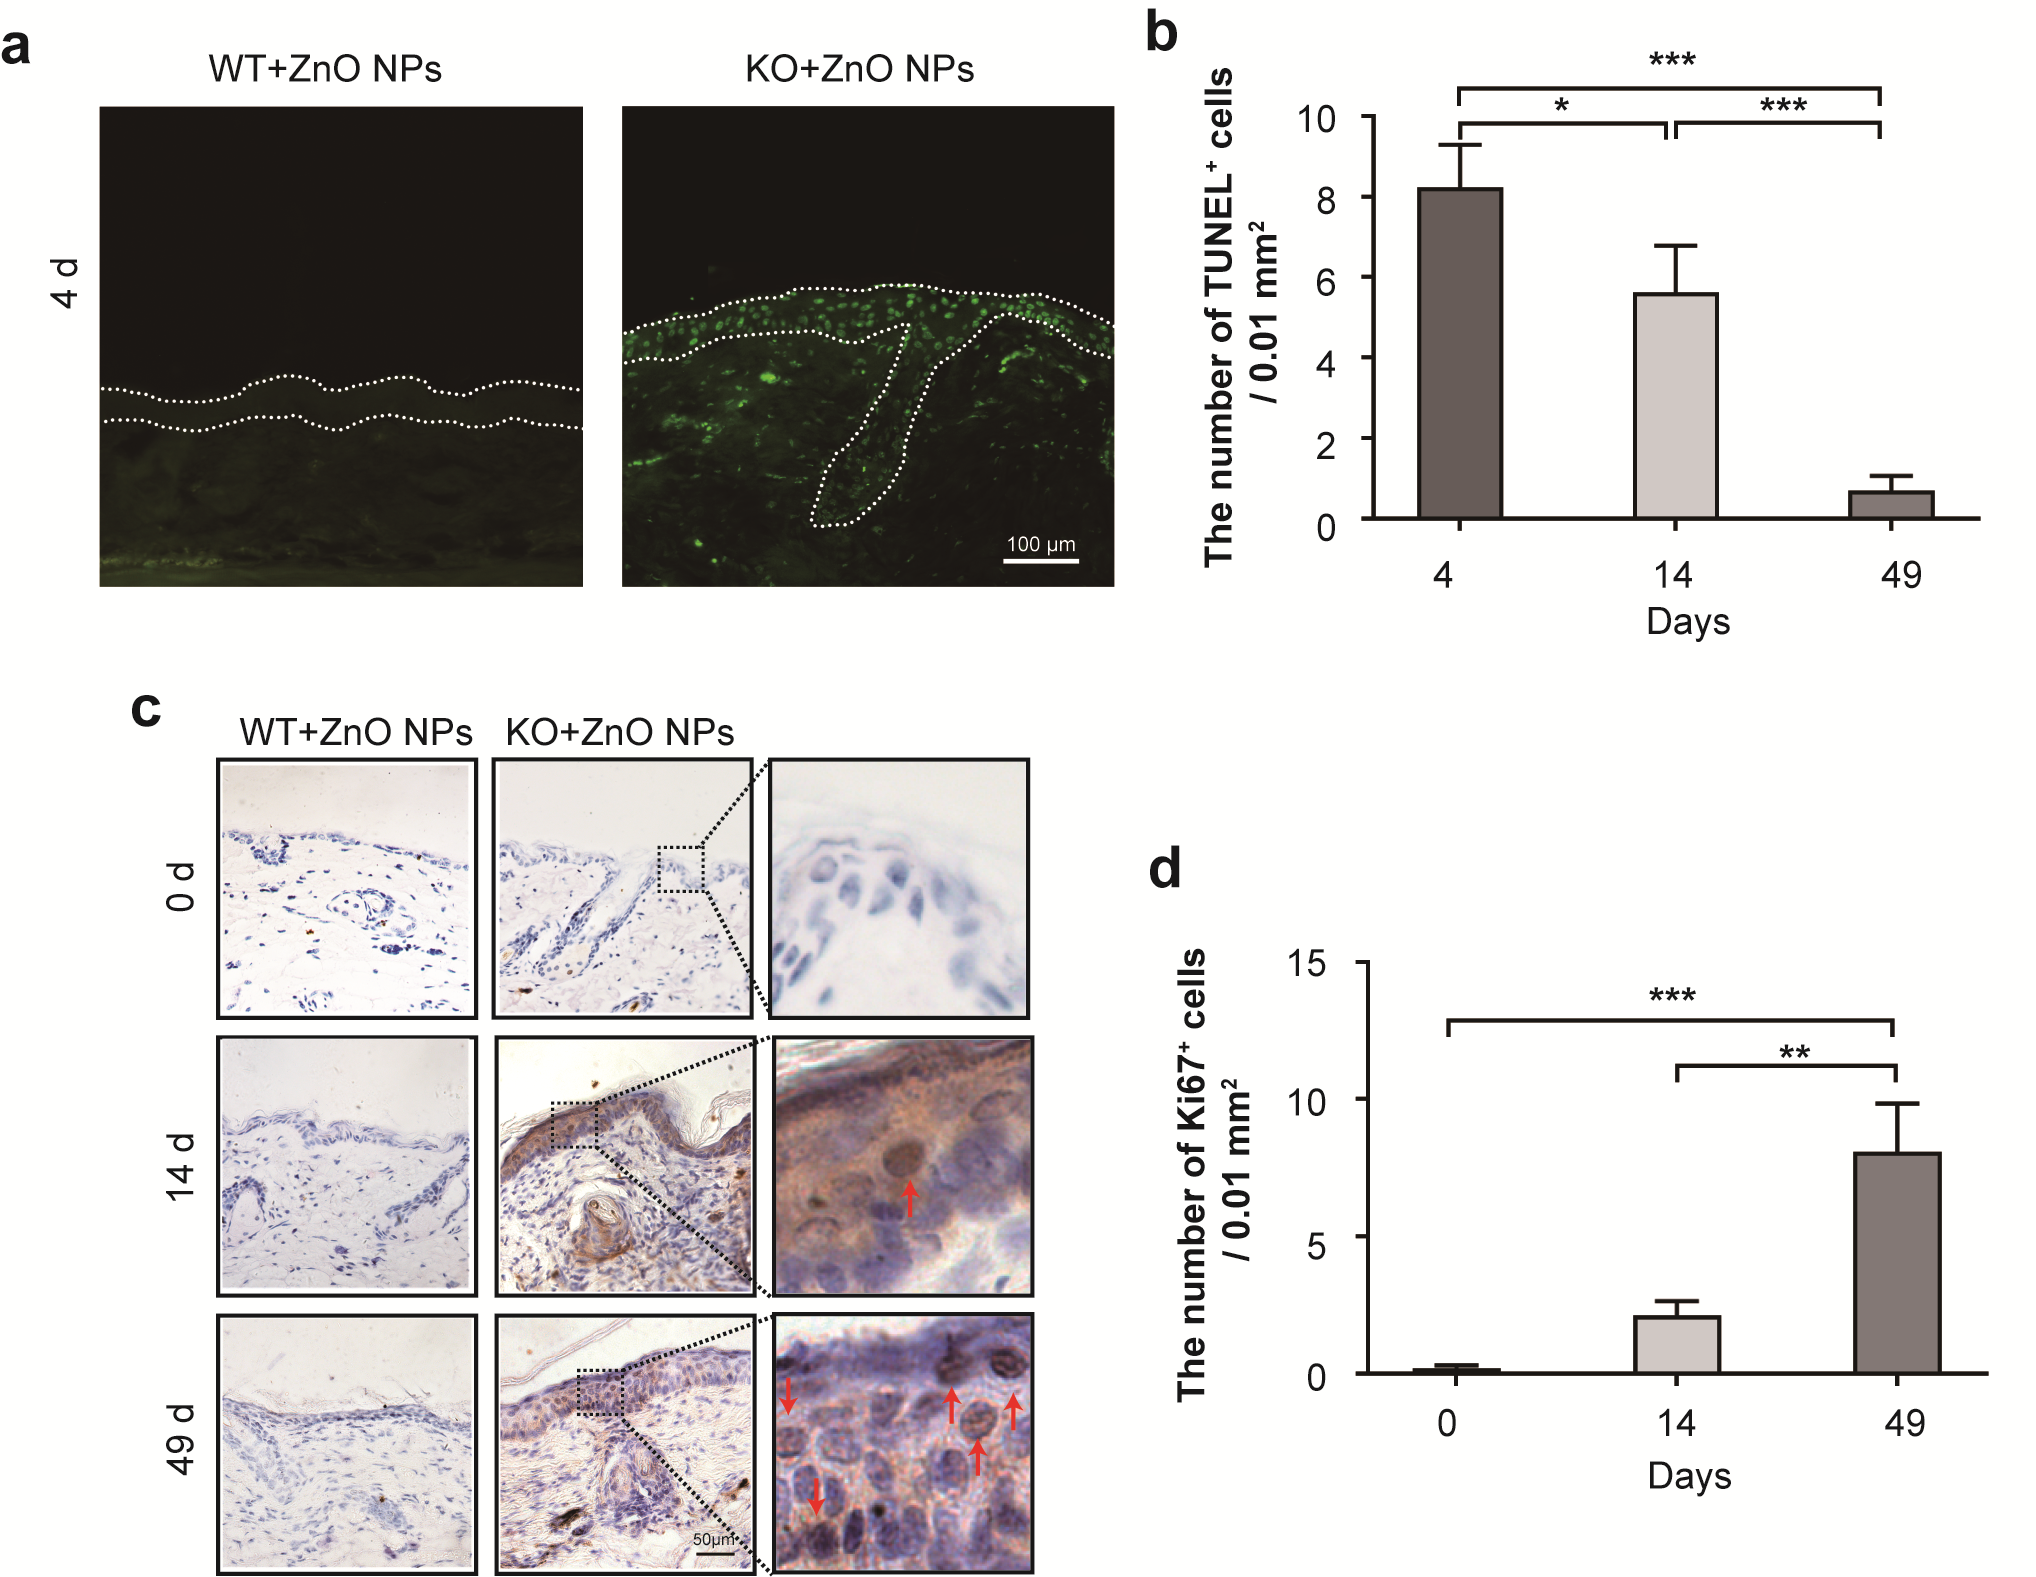

**Figure S4.** Abnormal apoptosis and proliferation in the skin of WT and *Cdc42* KO mice treated with ZnO NPs. **a** Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) in the skin of WT and *Cdc42* KO mice continuously treated with ZnO NPs, observed on days 4. Scale bar = 100 μm. **b** Quantitation of TUNEL-positive cells in the epidermis of *Cdc42* KO continuously treated with ZnO NPs for 4, 14 and 49 days. **c** Immunohistochemical image of Ki67-positive staining cells in the epidermis of WT and *Cdc42* KO mice continuously treated with ZnO NPs, observed on days 0, 14 and 49. Scale bar = 50 μm. **d** Quantitative analysis of the number of Ki67-positive cells in the epidermis of WT and *Cdc42* KO mice continuously treated with ZnO NPs for ~~4~~, 14, and 49 days. Data represents Mean ± standard deviation (SD) (n=3). *p < 0.05, **p＜0.01, and ***p＜0.001.

**2.3. [In](../../../luckypp/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html" \l "/javascript:;) [vitro](../../../luckypp/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html" \l "/javascript:;) [experiment](../../../luckypp/AppData/Local/youdao/dict/Application/8.9.6.0/resultui/html/index.html" \l "/javascript:;)s**

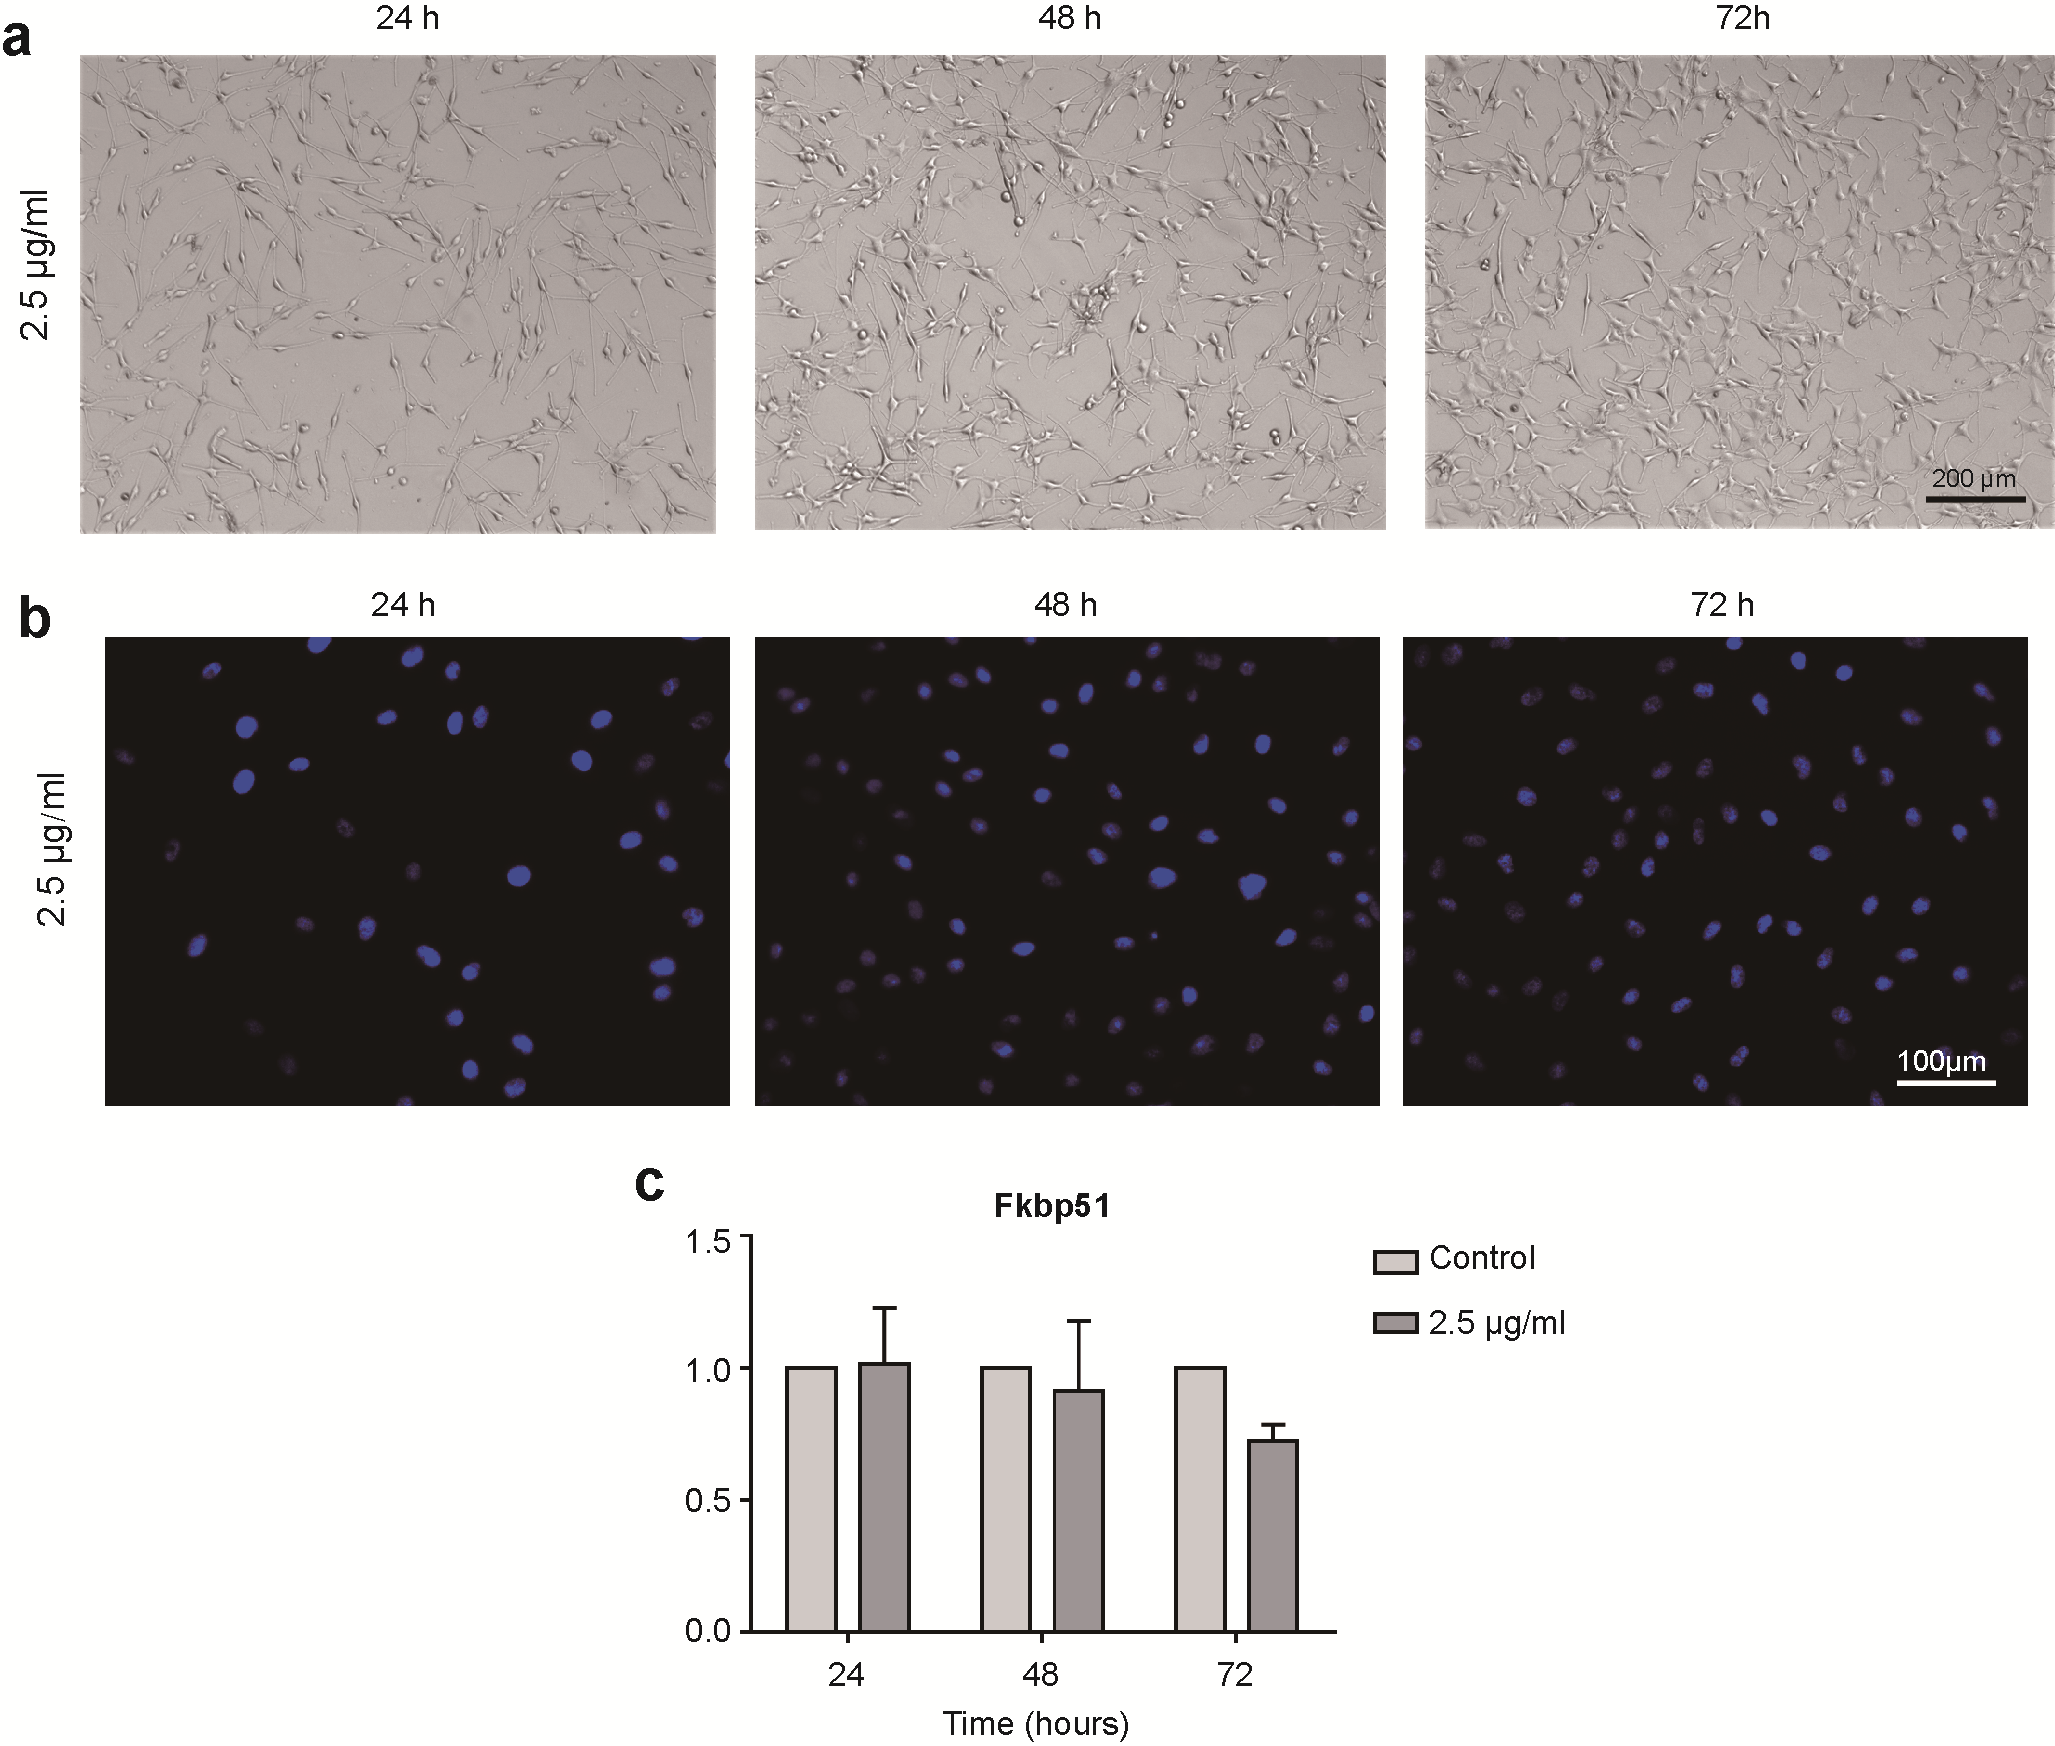

**Figure S5.** Changes in human epidermal melanocytes (HEMs) in culture after treatment with 2.5 µg/ml ZnO NPs. **a** Images of HEMs in culture after treatment with 2.5 µg/ml ZnO NPs, monitored using inverted phase-contrast microscopy. Scale bar = 200 µm. **b** TUNEL staining of HEMs after treatment with 2.5 µg/ml ZnO NPs. Scale bar = 100 µm. **c** Fkbp51 mRNA levels were measured by quantitative real-time reverse transcriptase PCR (qRT-PCR) and normalized to *Gapdh* expression. Data represents Mean ± SD (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

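Skin of 4 groups of 3 mice was sequenced on day 14. The WT and KO groups, with intact or deleted *Cdc42*, received the vehicle of normal saline with HPMC, and the WT+ZnO NPs and KO+ZnO NPs groups were given ZnO NPs continuously at 2 mg/cm². The groups were taken from the sample labels, which match the groups the paper describes, and the *Cdc42* transcript was read in each library as a check of the labels. It went against the label of the WT+ZnO NPs libraries, which in whole skin does not by itself show a wrong genotype. The transcript did not separate the groups given ZnO NPs, which are both named by their label. The paper states that RNA was extracted with TRIzol, selected with poly-T beads and made into libraries with a NEBNext Ultra kit, that the libraries were sequenced paired-end on an Illumina HiSeq, and that reads with adapters, poly-N or low quality were removed. The authors aligned the reads with STAR and counted them on genes with HTSeq, and what they deposited is a table of whole-number counts per gene and library without normalization. The genome build, the annotation release and the use of strand in the counting are not named in the paper's text. By default HTSeq leaves out reads that overlap more than one gene, so a gene that overlaps another, or shares sequence with it, can lose counts that no later step restores. The authors' FPKM values were not used here.

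The table held 52636 genes by Ensembl identifier, of which 52403 were matched to a name and a position in release 21 of the mouse GENCODE annotation on GRCm38. There were 0 entries that name no gene. Total counts lay between 21076320 and 28867802 per library. The replicates of a group differed by more than the sampling noise, with a chi-square of 40.75 to 178 per degree of freedom over the pairs of a group, so all 12 libraries were kept as separate samples.

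Tests were run in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 on the deposited counts, with TMM factors, the filter on low counts that edgeR offers, one coefficient per group, all 12 libraries in one fit (common dispersion 0.109) and Benjamini-Hochberg adjustment over the 18822 genes tested. A gene was called at an adjusted p below 0.05. The comparisons were KO against WT, the libraries labelled WT+ZnO NPs against WT, the libraries labelled KO+ZnO NPs against KO and against those labelled WT+ZnO NPs, and the interaction of genotype and ZnO NPs. Standard errors of log2 fold changes were obtained from the fold change and its F statistic and are approximate. Levels are CPM scaled by TMM factors. For a gene whose libraries of one group all held 3 counts or fewer, a fold is given only as a lower bound against that floor. For each gene of the paper, the share of its 50-base stretches found in another gene's transcripts was counted as a limit on its counts.

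The genes named are the 25 mouse genes that the paper names and, for each comparison and the interaction, the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 10 CPM and no overlap between the groups compared. For the interaction, the groups had to be separate in at least 1 of the ZnO NP comparisons. Genes of the set called only in both comparisons of the libraries labelled KO+ZnO NPs were named after their values were seen, as were *Mt1* and *Mt2*. The libraries were clustered on log2(CPM + 1). Camera of limma 3.58.1, with a preset correlation of 0.01 between genes, tested 16 gene lists in the 4 comparisons, with the adjustment over all 64 pairs. The lists are the genes the paper names, melanocyte, epidermal barrier, keratinocyte stress, zinc response, antioxidant enzyme, NRF2 target, NF-kB target, proliferation, immune cell, skeletal muscle, muscle atrophy, glucocorticoid response, adipocyte, anagen hair follicle and dermal fibroblast genes. A list score of a library is the mean of its genes' log2 CPM with a prior count of 2.

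The main design, the rule for naming genes, the gene lists and the alternatives were fixed before the data were examined, apart from 1 alternative. The alternatives were RLE factors, library size only, DESeq2 1.42.0 with its Wald test on all 12 libraries or on only the groups compared, edgeR on only the groups compared, no filter on low counts, a minimum of 10 counts in every library, the replicate number as a block, a minimum fold change of 2, leaving out each of the 12 libraries in turn, and, for the lists, fry and a correlation estimated by camera. The Y-linked transcripts were added as a covariate after the data had been seen. For every count of calls, other groupings of the libraries were tested, with 100 regroupings of all 12 libraries, the real one included, for the results that use all groups.

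The steps were tested on simulated counts with the libraries' own means and sizes, in which 200 of 18822 genes were changed by a log2 fold change of 3. The main test recovered 98.0% of the changed genes between the libraries labelled KO+ZnO NPs and KO, 97.5% between them and those labelled WT+ZnO NPs, and 94.0% in the interaction, and called 7, 6 and 3 unchanged genes. DESeq2 recovered 99.5%, 99.0% and 97.0% and called 68, 63 and 51. Of 196 genes found in the set of both comparisons only, 194 had been changed. Camera and fry called the list that had been raised and 0 random lists. Genes were simulated independently of each other, so this does not test lists whose genes vary together. The changed genes were picked among the more abundant ones. In the data, the median absolute log2 fold change of called genes was 1.01 between the libraries labelled KO+ZnO NPs and KO. The shares recovered therefore do not hold for changes of that size.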

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

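All tests of explanations in this part were chosen only after the result they bear on was seen. The response to ZnO NPs differed between the libraries labelled KO and those labelled WT in 1633 genes (957 higher and 676 lower in the interaction, at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As many genes came from 2 of 100 regroupings of the 12 libraries, the real one included, so random groupings of these libraries rarely give this many. The regroupings break up every difference between the groups, so they do not test an interaction apart from the effects of genotype and of ZnO NPs. Library size was also tested: 1587 genes were called after every library had been thinned to the smallest total, which argues against a difference in depth. The count rested in part on single libraries, with 461 without replicate 2 of WT. All libraries labelled WT+ZnO NPs hold Y-linked transcripts and no WT library does. With the Y-linked transcripts as a covariate, set by the KO groups of both sexes, 125 genes were called, 119 of them among the 1633 and in the same direction. If sex acts alike in both genotypes, this argues against it as the whole cause for the 119 genes. For the other 1514 genes it stays open, because the covariate also widened the standard errors, by a median of 1.26 times. In both KO groups only replicate 1 holds Y-linked transcripts. It also had the highest anagen hair follicle list score of its group, at 4.32 in KO and 4.15 in the libraries labelled KO+ZnO NPs. Wherever the covariate is used, here and below, it can thus carry the growth phase of the hair follicles as well as sex. Since *Cdc42* did not separate the libraries labelled KO+ZnO NPs from those labelled WT+ZnO NPs, and the latter lay below every KO library, the interaction takes the genotype from the labels alone, and a mislabelled library or a genotype effect on *Cdc42* limited to K5-expressing cells was not tested by the counts.

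For *Fkbp5*, the interaction was 1.79 on the log2 scale. Reads shared with another gene were tested and argued against, because 0.684% of its 50-base stretches occur elsewhere. The sex of the mice was argued against for the difference between the libraries labelled KO+ZnO NPs and KO, which stayed at 1.34 (standard error 0.29, adjusted p = 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.000335 to 0.0565 over 21 alternatives) with the Y-linked covariate. The call of the interaction did not survive that covariate or the loss of replicate 3 of WT or replicate 3 of the libraries labelled WT+ZnO NPs, where its value was 1.83 and 1.73. Glucocorticoid signalling remains a candidate explanation. The list of 13 glucocorticoid response genes, which leaves out *Fkbp5*, had a median log2 fold change of 0.73 between the libraries labelled KO+ZnO NPs and KO, with 12 genes higher. With the list score as a covariate, the *Fkbp5* difference was 1.06 (standard error 0.35) in place of 1.38, and 0.83 (standard error 0.44) without replicate 3 of the libraries labelled KO+ZnO NPs. The paper does not discuss glucocorticoids in these mice, and handling or stress of the mice was not tested.

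Among the genes whose protein or enzyme activity the paper measured in the skin, the response to ZnO NPs differed between genotypes for *Tyr* (-3.71 on the log2 scale), *Cd68* (2.11), *Sod1* (0.94) and *Sod3* (2.01), each called in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Sod3* was called in all 19 alternatives. *Tyr* was called in 6 of the 12 fits that each left out a library and lost without replicates 1 and 2 of WT, replicates 2 and 3 of the libraries labelled WT+ZnO NPs and replicates 1 and 3 of KO, with an adjusted p of up to 0.0806 in that test. *Cd68* was called only without replicate 2 of the libraries labelled WT+ZnO NPs, replicate 2 of KO or replicate 3 of the libraries labelled KO+ZnO NPs, and *Sod1* only without a library labelled KO+ZnO NPs, with values of 1.76 to 2.50 and 0.64 to 1.07 over the 12 fits. With the Y-linked transcripts as a covariate the calls of *Tyr*, *Cd68* and *Sod1* were also lost, at -3.69, 1.50 and 0.67 on the log2 scale (adjusted p of 0.130, 0.229 and 0.316 in the same test, in ranges of 0.000182 to 0.130, 0.00419 to 0.229 and 0.0109 to 0.316 over 19 alternatives), so sex stays open for them. *Sod1* was also lost with library size only and with no filter on low counts. The log2 fold change of *Sod3* was -3.12 in the libraries labelled WT+ZnO NPs against WT and -1.11 in the libraries labelled KO+ZnO NPs against KO, where it lost its call without replicate 1 or 2 of KO or replicate 2 or 3 of the libraries labelled KO+ZnO NPs (adjusted p of up to 0.0942 in the same test) and with edgeR on only the groups compared. *Tyr* is one of the melanocyte genes, so the growth phase of hair follicles bears on it as on the list of melanocyte genes, and only sex was tested for the other 3 genes. *Sod3* kept its call with the Y-linked covariate, at 2.42 on the log2 scale, which argues against sex as its whole cause if sex acts alike in both genotypes.

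By the rule for naming genes, the largest interactions were those of *Phf11b* (5.91 on the log2 scale), *Akr1c18* (5.70) and *Plac8* (5.14) as rises and of *Krt71* (-12.39), *Krt25* (-11.73) and *Tgm6* (adjusted p = 0.0312 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 8.73e-05 to 0.169 over 18 alternatives) as falls. *Plac8* was at 210.1 CPM in WT, 5.20 in the libraries labelled WT+ZnO NPs, 23.1 in KO and 20.2 in the libraries labelled KO+ZnO NPs, *Phf11b* at 39.3, 0.482, 2.53 and 1.91 CPM and *Akr1c18* at 74.6, 4.07, 13.7 and 38.8 CPM. *Phf11b* and *Plac8* were highest in WT and far lower in the other groups, KO included, so the level of WT bears on these interactions. *Phf11b* and *Plac8* were called in all their alternatives, 18 and 19, and *Akr1c18* in 18 of 19, lost with the Y-linked covariate. *Krt71* was at a mean of 0.197, 1049, 1526 and 1539 CPM in these groups, but the KO mean came from replicates 1 and 3, at 3557 and 1022 CPM, while replicate 2 of KO was at 0.201 CPM, the level of WT. *Krt25* likewise held 46789, 3 and 15840 counts in the KO libraries. *Tgm6* was at the floor in WT, and was at least 272-fold higher in the libraries labelled WT+ZnO NPs. In KO it was at 42.2, 0.161 and 9.38 CPM, at least 144-fold higher by the mean, at least 39.9-fold without replicate 1 and at least 216-fold without replicate 2. With a library left out, *Krt71* was called only without replicate 1 of the libraries labelled WT+ZnO NPs or replicate 2 of KO, *Krt25* only without replicate 2 of KO, and *Tgm6* without replicate 1 or 2 of those labelled WT+ZnO NPs, replicate 2 of KO or replicate 1 or 3 of the libraries labelled KO+ZnO NPs, with an adjusted p of up to 0.123 in the same test in the other fits. *Krt71*, *Krt25* and *Tgm6* were also lost with the Y-linked covariate, at an adjusted p of 0.234, 0.241 and 0.169 in that test, the highest over their 18 alternatives, of which the lowest gave 0.000217, 0.000138 and 8.73e-05. With that covariate *Phf11b* and *Plac8* kept their calls, at 5.23 and 4.42 on the log2 scale, which argues against sex as their whole cause if sex acts alike in both genotypes. Sex stays open for *Akr1c18*, and no other explanation was tested for these 3 genes. The keratins are hair follicle genes, to which the tests of the follicles' growth phase apply.

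The response to ZnO NPs differed between genotypes for 4 of the 16 gene lists, by camera with Benjamini-Hochberg adjustment over the lists. The melanocyte list (adjusted p = 1.45e-06, 15 genes) and the anagen hair follicle list (1.45e-06, 17 genes) were lower in the interaction, and the antioxidant enzyme list (0.00974, 14 genes) and the glucocorticoid response list (0.0191, 13 genes) were higher. The first 3 were called in all 12 fits that left out a library. The glucocorticoid list was called in 9 of them, with an adjusted p of up to 0.137, and lost without replicate 3 of the libraries labelled WT+ZnO NPs, replicate 3 of KO and replicate 2 of the libraries labelled KO+ZnO NPs. With a library left out, other lists gained a call as higher. Without replicate 3 of the libraries labelled KO+ZnO NPs these were the epidermal barrier (0.0277) and keratinocyte stress (0.0263) lists. The skeletal muscle list gained one without replicate 1 of KO or of the libraries labelled KO+ZnO NPs (down to 0.00646). The adipocyte list did without replicate 2 of the latter (1.67e-06). These p-values are for camera's preset correlation, under which regroupings of the libraries also call many lists.

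Transcripts of anagen hair follicles, which the paper did not analyse, were higher in the libraries labelled WT+ZnO NPs than in WT for 17 of 17 genes (adjusted p = 1.34e-05 by camera). The median log2 fold change was 9.79, or 8.07 with the 6 genes at the floor of counts in WT at their bound. The growth phase of the hair follicles, differing between mice, remains a candidate explanation and may not depend on ZnO NPs. The list score spanned 8.75 on the log2 scale over the 3 KO libraries, more than the difference of 8.10 between the libraries labelled WT+ZnO NPs and WT, while it spanned 0.81 in WT, 1.87 in those labelled WT+ZnO NPs and 5.53 in the libraries labelled KO+ZnO NPs. The mean difference between the libraries labelled KO+ZnO NPs and KO was 0.73. An effect of ZnO NPs on the hair cycle was not tested apart from this.

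Melanocyte transcripts go with this pattern in part. With the anagen list as a covariate, their difference in list score between the libraries labelled KO+ZnO NPs and KO was 1.26 (standard error 0.38) against 1.37 without it, and 0.81 (standard error 0.38) without replicate 1 of KO, which argues against more growing hair follicles as the whole cause in this comparison. Between the libraries labelled WT+ZnO NPs and WT it was 2.69 (standard error 0.61) against 3.90. It stayed above 2 standard errors in all 12 fits with a library left out, at 2.1 to 3.19. Whether the follicles carry all or part of this difference cannot be told, because the anagen list itself separates these groups in every library.

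Skeletal muscle transcripts, which the paper did not analyse, were higher in the libraries labelled KO+ZnO NPs than in KO for 17 of 17 genes (adjusted p = 0.000155 by camera, median log2 fold change 1.90), and were called in all 12 fits with a library left out. *Trim63* is a gene of muscle protein breakdown, so more skeletal muscle in the skin sample was tested as an explanation of its rise. The list was not higher against the libraries labelled WT+ZnO NPs (median log2 fold change -0.36, 3 of 17 genes higher). It was called lower without replicate 2 of those libraries or replicate 3 of the libraries labelled KO+ZnO NPs (adjusted p down to 0.00637 by camera), and camera's direction turned to higher without replicate 1 of either group. With the list score as a covariate, the *Trim63* difference there was 1.42 (standard error 0.49) against 1.24 without it. It stayed above 2 standard errors in all 12 fits with a library left out, at 0.93 (standard error 0.42) without replicate 2 of the libraries labelled KO+ZnO NPs, which argues against muscle as the whole cause there. Against KO the explanation stays open. The within-group correlation of *Trim63* and the list score was r = 0.512 (permutation p = 0.254) over 12 libraries, and with the score as a covariate the *Trim63* difference was 1.56 (standard error 0.61) in place of 2.17, and 1.89 (standard error 0.95) without replicate 1 of the libraries labelled KO+ZnO NPs, so muscle and regulation of *Trim63* cannot be told apart against KO.

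The glucocorticoid response list, which the paper did not analyse, was higher in the libraries labelled KO+ZnO NPs than in KO (adjusted p = 0.0122 by camera with Benjamini-Hochberg adjustment, 12 of 13 genes) and was called in all 12 fits with a library left out, at up to 0.0450. Its score was used in the *Fkbp5* test and in relations with *Fkbp5* and *Trim63* within the groups, which did not pass the correction. No cause of the rise of the list itself was tested. Of its 13 genes, *Ddit4* belongs to the set of 17 genes called only in both comparisons of the libraries labelled KO+ZnO NPs.

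Transcripts of 4 Y-linked genes, which the paper did not analyse, summed to at least 192 CPM in 5 libraries. Reads of another library were argued against, because *Xist* reached at most 0.475 CPM in these libraries, against at least 460.0 CPM in the others. Mice of both sexes remain the candidate explanation, since 12 of 12 libraries held exactly 1 of the *Xist* and Y-linked signals. As a cause of the ZnO NP effects, sex was argued against for the genes called in the same direction in both ZnO NP comparisons, which numbered 1814 although KO and the libraries labelled KO+ZnO NPs each hold 1 library with Y-linked transcripts. Of the 6231 genes called in the libraries labelled WT+ZnO NPs against WT but not in those labelled KO+ZnO NPs against KO, 2482 were called in the same direction with the Y-linked covariate, which argues against sex as their whole cause if sex acts alike in both genotypes. The covariate left the effects of the 6231 genes at a median of 0.960 times their size and widened the standard errors by a median of 1.48 times. For the 3749 genes that lost their call, sex and ZnO NPs cannot be told apart, because the WT groups hold no library of the other sex. Over all genes tested, the effect in the libraries labelled WT+ZnO NPs against WT correlated by r = 0.464 across genes with the difference between libraries with and without Y-linked transcripts in the KO groups, and genes are not independent replicates. That difference rests on replicate 1 of each KO group, which also had the highest anagen list score of its group, so it is not of sex alone.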

How the results depend on the processing

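The Y-linked covariate was chosen after the data had been seen, and no test of a cause was made unless one is named. The counts of calls below 0.05 moved by more than 1.5 times with several choices. With DESeq2 on all 12 libraries, 3036 genes were called between KO and WT (1535 of them among the 1540), 4293 between the libraries labelled KO+ZnO NPs and KO (2747 shared with the main calls), 2302 between them and those labelled WT+ZnO NPs (617 shared), 3151 in the interaction (1619 shared) and 113 in the set called only in both comparisons of the libraries labelled KO+ZnO NPs (16 shared). With edgeR on only the groups compared, 2794 genes were called between KO and WT, 571 between the libraries labelled KO+ZnO NPs and KO, 0 between them and those labelled WT+ZnO NPs, and 0 in the set, with 3067 genes at an unadjusted p below 0.05 in the comparison with those labelled WT+ZnO NPs. DESeq2 on only the groups compared gave 4527 between KO and WT. With no filter on low counts, 284 genes were called between the libraries labelled KO+ZnO NPs and those labelled WT+ZnO NPs, 1086 in the interaction and 7 in the set. With at least 10 counts in every library the set held 34 genes, and with RLE factors 11. With the Y-linked transcripts as a covariate the counts were 962 between KO and WT, 3896 between the libraries labelled WT+ZnO NPs and WT, 1 between the libraries labelled KO+ZnO NPs and those labelled WT+ZnO NPs, 125 in the interaction and 0 in the set. That fit had 3216 genes at an unadjusted p below 0.05 in the comparison of the libraries labelled KO+ZnO NPs with those labelled WT+ZnO NPs and 3256 in the interaction. A minimum fold change of 2, which removes genes by construction, gave 1023 between KO and WT, 4817 between the libraries labelled WT+ZnO NPs and WT, 1394 and 303 in the comparisons of the libraries labelled KO+ZnO NPs with KO and with those labelled WT+ZnO NPs, and 9 in the set. The cause of the other changes was not tested.

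Leaving out each library in turn gave 377 (without replicate 2 of WT) to 2060 (without replicate 3 of the libraries labelled KO+ZnO NPs) genes between KO and WT, and 451 (without replicate 2 of KO) to 3195 (without replicate 1 of the libraries labelled KO+ZnO NPs) between the libraries labelled KO+ZnO NPs and KO. It gave 1 (without replicate 3 of the libraries labelled WT+ZnO NPs) to 1609 (without replicate 3 of the libraries labelled KO+ZnO NPs) in the comparison with those labelled WT+ZnO NPs, where 3292 genes had an unadjusted p below 0.05 at the lowest count. In the interaction it gave 461 (without replicate 2 of WT) to 1646 (without replicate 2 of the libraries labelled KO+ZnO NPs), and in the set 0 (without replicate 3 of those labelled WT+ZnO NPs or replicate 2 of KO) to 98 (without replicate 3 of the libraries labelled KO+ZnO NPs). These fits have fewer samples, and which library was left out moved the counts in both directions. For the libraries labelled WT+ZnO NPs against WT the count stayed between 5942 and 9095.

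Among the paper's genes, *Fkbp5* kept its direction in all alternatives. Its log2 fold change between the libraries labelled KO+ZnO NPs and KO ran from 1.06 to 1.53 with a library left out, and was 1.31 at an adjusted p of 0.053 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on only the groups compared. Against the libraries labelled WT+ZnO NPs it ran from 2.02 to 2.21 with a library left out, was 2.05 in that test on only the groups compared and 2.28 with the Y-linked covariate, and lost its call in both. Its interaction was 1.51 to 2.00 with a library left out and 2.09 with the covariate, where it was not called. *Trim63* between the libraries labelled KO+ZnO NPs and KO was 1.58 to 2.77 with a library left out and 2.24 in edgeR on only the groups compared, where it was not called. Against the libraries labelled WT+ZnO NPs it was 1.39 and called with DESeq2 on all 12 libraries. Its interaction was 2.26 with that tool and 2.21 with at least 10 counts in every library, called in both, and 1.54 to 2.77 with a library left out, called without replicate 1 of KO or replicate 1 of the libraries labelled KO+ZnO NPs.

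*Thbs1* kept its direction and was called between the libraries labelled KO+ZnO NPs and KO at -1.51 with DESeq2 on all 12 libraries and at -1.50 with DESeq2 on only the groups compared, and in the comparison with those labelled WT+ZnO NPs at -2.08 and -2.07. *Cdc42* between KO and WT was called at -0.49 with library size only, -0.51 with DESeq2 on all 12 libraries, and -0.47 and -0.49 with edgeR and DESeq2 on only the groups compared. With a library left out it ran from -0.52 to -0.45, and was called without replicate 2 or replicate 3 of the libraries labelled KO+ZnO NPs. *Xist* in the libraries labelled WT+ZnO NPs against WT turned from lower to higher, at 1.52, with the Y-linked covariate, which is built from the transcripts of the other sex chromosome and so takes up the same difference.

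With the replicate number as a block, *Thbs1* was called between the libraries labelled KO+ZnO NPs and KO at -1.60 (adjusted p of 0.0314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.0314 to 0.262 over 21 alternatives) and in the comparison with those labelled WT+ZnO NPs at -2.04 (0.0406, in a range of 0.00473 to 0.300), and the counts of calls were 1239, 8079, 2598, 626 and 1429. The numbers do not pair the samples. The deviations of same-numbered libraries from their group means correlated by -0.343 to 0.429 over 18 pairs of groups and numbers, above 0.1 in 4 of them.

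For the gene lists, 34 pairs of list and comparison passed 0.05 with camera's preset correlation, 10 with fry and 0 with an estimated correlation, where 1 pair had an unadjusted p below 0.05. Scaling by library size only moved the median log2 fold change of all genes by 0.11 in the libraries labelled WT+ZnO NPs against WT, and by -0.15 between the libraries labelled KO+ZnO NPs and those labelled WT+ZnO NPs and in the interaction. The share of calls that were higher fell from 64.7% to 33.3% in the comparison of the libraries labelled KO+ZnO NPs with those labelled WT+ZnO NPs, and from 58.6% to 39.7% in the interaction. Over the other results, 497 values kept their direction and side of the threshold, 81 lost their call, 10 gained one and 1 reversed. Of the 81, 23 were lost with the Y-linked covariate and 16 with edgeR on only the groups compared. Thinning every library to 21076320 counts left 1479, 7952, 2714 and 624 genes called in the 4 comparisons.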

Differences from the paper's values

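All alternatives named here, apart from the Y-linked covariate, were set before the data were examined, and only the reading by the unadjusted p was chosen after a difference had been seen. KO against WT gave 1540 called genes, against the paper's count of about 2800 in Fig. 3g, read by eye. Within 1.5 times of the paper's count were DESeq2 on all 12 libraries (3036), edgeR on only the groups compared (2794), and the fits without replicate 2 (1989) or replicate 3 (2060) of the libraries labelled KO+ZnO NPs, and the other alternatives were not. The libraries labelled KO+ZnO NPs against KO gave 2759 genes, against the paper's about 1200 in Fig. 3g, read by eye, and came within 1.5 times of it with a minimum fold change of 2 (1394) and without replicate 3 of KO (1055) or replicate 2 of the libraries labelled KO+ZnO NPs (1484). Against the libraries labelled WT+ZnO NPs, 618 genes were called, against the paper's about 320 in Fig. 3g, read by eye. No filter on low counts (284), a minimum fold change of 2 (303), and the fits without replicate 1 (304) or replicate 2 (334) of the libraries labelled WT+ZnO NPs or replicate 1 of KO (222) came within 1.5 times of that.

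The set called only in both comparisons of the libraries labelled KO+ZnO NPs held 17 genes, against about 1 in Fig. 3g, read by eye, and none of the alternatives gave 1 gene. Of the KO libraries, 0 clustered with the libraries of treated mice, against about 1 in Figure S2, read by eye, and none of the alternatives closed the gap. For *Fkbp5* against the libraries labelled WT+ZnO NPs, the adjusted p was 0.0205 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 1.69 on the -log10 scale, against the paper's about 7.1 on that scale in Fig. 3g, read by eye. It was 7.96 on the -log10 scale (an adjusted p of 1.1e-08) with DESeq2's Wald test on all 12 libraries, within 1.5 times of the paper's on that scale but not as a p, and 21.6 with DESeq2 on only the groups compared, out of a range of 2.37e-22 to 0.123 for the adjusted p over the alternatives. None of the other alternatives came within 1.5 times of the paper's.

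The paper presents *Trim63* and Tsp1 as altered in treated KO mice against both other groups. Here *Trim63* against the libraries labelled WT+ZnO NPs had a log2 fold change of 1.41 and was not called, and *Thbs1* (Tsp1) was not called against KO (-1.50) or those labelled WT+ZnO NPs (-2.06). The legend of Fig. 2a takes an unadjusted or an adjusted p below 0.05, and by the unadjusted p from edgeR's test these 3 differences passed it (0.0122 for *Trim63*, and 0.0250 and 0.00498 for *Thbs1*). By the adjusted p, *Trim63* was called by DESeq2 on all 12 libraries, and *Thbs1* by DESeq2 on all 12 libraries, by DESeq2 on only the groups compared and with the replicate number as a block. In Fig. 2a, Tsp1 is lower in WT mice given ZnO NPs than in WT, while its mean level in the libraries with that label was higher (375.3 against 290.4 CPM), with overlapping libraries. In Fig. 2a, *Trim63* is lowest in WT, while here it was lowest in KO (18.9 against 34.0 CPM). Fig. 3g names Fkbp51 as the gene of that set, and here *Fkbp5* was 6th of its genes, with *Ddit4* first. Over 22 alternatives, of which the Y-linked covariate was added after the data were seen, *Fkbp5* was in the set in 18 and *Ddit4* in 12.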

Other observations

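All tests of explanations in this part were chosen only after the result they bear on was seen. Splits of the 6 libraries of a comparison into 3 against 3 were counted. For KO against WT, the libraries labelled WT+ZnO NPs against WT and the comparisons of the libraries labelled KO+ZnO NPs with KO and with those labelled WT+ZnO NPs, 1 of 10 splits, the real one, called as many genes, and 10 splits cannot give a share under 0.05. The set of 17 genes called only in both comparisons of the libraries labelled KO+ZnO NPs was reached by 3 of 100 regroupings of the 12 libraries. The 34 list and comparison pairs were reached by 7 of 100 regroupings, whose median was 25 pairs, so the number of lists called is within what random groupings give. For the correlation across genes of the ZnO NP effects in WT and in KO (Pearson r = 0.513, Spearman rho 0.563, jackknife spread over the libraries 0.316), 8 of 100 regroupings gave one as large. It was 0.291 with DESeq2 and 0.200 without replicate 1 of the libraries labelled KO+ZnO NPs. In simulations without an effect it was 0.0025. Genes called in both ZnO NP comparisons numbered 1854, and 97.8% of them changed in the same direction.

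Genes whose groups did not overlap made up 38.5% of those tested in KO against WT, 59.4% in the libraries labelled WT+ZnO NPs against WT, 34.7% and 23.7% in the comparisons of the libraries labelled KO+ZnO NPs with KO and with those labelled WT+ZnO NPs, against 10% by chance.

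By the rule for naming genes, the rises were *Krt27*, *Krt73* and *Tgm6* and the falls *Myh4*, *Irf7* and *Oasl1* in KO against WT. *Irf7* changed by -4.58 on the log2 scale and *Oasl1* by -4.39, both called in all 21 alternatives, and the 2 are genes of the interferon response. *Irf7* was at 411.6 CPM in WT, 17.4 in the libraries labelled WT+ZnO NPs, 17.2 in KO and 22.8 in those labelled KO+ZnO NPs. *Oasl1* was at 43.6, 1.0, 2.1 and 1.6 CPM in these groups. WT thus stood apart from all the other groups, so these falls cannot be assigned to the genotype. In the libraries labelled WT+ZnO NPs against WT, the rises were *Krt33b* (at least 395-fold, and at least 147-fold without replicate 2 of those labelled WT+ZnO NPs), *Krt72* (at least 287-fold) and *Krt26* (at least 252-fold) and the falls *Xist*, *Chil3* (-8.45) and *Mup22* (-8.06). In the libraries labelled KO+ZnO NPs against KO, they were *Cyp2g1* (4.30), *Serpina3b* (3.97) and *Scd3* (3.88), and *Ighg1* (-6.61), *Jchain* (-5.22) and *Igha* (-4.98), and immunoglobulin genes share sequence, so their counts are uncertain. Against the libraries labelled WT+ZnO NPs, they were *Stfa3* (4.34), *BC100530* (4.34) and *Mmp9* (4.27), and *Fosb* (-7.85), *Fos* (-4.33) and *Atf3* (-4.11), where with a library left out *Fosb* was called in 0 of 12 fits, *Atf3* and *BC100530* in 1, *Stfa3* and *Fos* in 4 and *Mmp9* in 10. *Atf3* ran from -4.85 to -2.24 over these fits. Replicate 2 of the libraries labelled WT+ZnO NPs held 908.1 CPM of it and the others 106.7 and 96.7 CPM. *Stfa3* and *BC100530* belong to a family of near-identical genes. *Krt33b*, *Krt72* and *Krt26* were lost without each WT library and each library labelled WT+ZnO NPs. *Krt33b* and *Krt72* were also lost without replicate 3 of KO. The adjusted p reached 0.0936 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Krt27* was lost without each WT library at up to 0.108 and *Krt73* without replicate 2 of WT at 0.0519. *Tgm6* was lost without each WT library and replicate 1 or 3 of KO at up to 0.143, and *Myh4* in 9 of the 12 fits at up to 0.130. *Fos* was called only without replicate 1 or 2 of KO or replicate 2 or 3 of the libraries labelled KO+ZnO NPs, *Atf3* only without replicate 1 of those labelled WT+ZnO NPs, *BC100530* only without replicate 3 of the libraries labelled KO+ZnO NPs, and *Stfa3* only without replicate 2 of those labelled WT+ZnO NPs, replicate 1 or 2 of KO or replicate 3 of the libraries labelled KO+ZnO NPs, with the adjusted p at up to 0.125 in the other fits. The 3 keratins and *Mup22* were also lost with the Y-linked covariate. *Xist* was lost without replicate 3 of the libraries labelled WT+ZnO NPs at 0.0532. In the same test, *Mup22* was lost without replicate 2 or 3 of the libraries labelled WT+ZnO NPs (adjusted p of up to 0.0638). *Cyp2g1* was lost without replicate 2 or 3 of KO (up to 0.0715), *Serpina3b* without replicate 2 of KO (0.0531) and *Ighg1* without replicate 3 of KO (0.0603). *Mmp9* was lost without replicate 3 of those labelled WT+ZnO NPs or replicate 1 of the libraries labelled KO+ZnO NPs (up to 0.125). With that test on only the groups compared, *Serpina3b* (0.0632), *Ighg1* (0.0915) and *Igha* (0.0514) lost their calls against KO. Against the libraries labelled WT+ZnO NPs no gene was called in that fit, with *Mmp9* at 0.193.

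For genes the paper measured by other methods, *Tyr* was at 1.26 CPM in WT, 58.9 in the libraries labelled WT+ZnO NPs, 6.71 in KO and 24.1 in the libraries labelled KO+ZnO NPs, and *Dct* at 12.7, 275, 46.9 and 161.9 CPM. *Tyr* rose by 5.55 on the log2 scale in the libraries labelled WT+ZnO NPs against WT, called in all 21 alternatives. In the libraries labelled KO+ZnO NPs against KO it was not called in the main test. It was called there in 4 of 21 alternatives, at 1.44 to 2.67 on the log2 scale over all of them. Markers of macrophages and dendritic cells were lower in the libraries labelled WT+ZnO NPs than in WT, with log2 fold changes of -4.46 for *Cd68*, -3.52 for *Cd80* and -2.65 for *Cd86*, and lower in the libraries labelled KO+ZnO NPs than in KO, with -2.36 for *Cd68* and -2.01 for *Cd80*, the latter lost without replicate 2 of KO (adjusted p of 0.0539 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd86* was not called there (adjusted p = 0.0640 in the same test), with a log2 fold change between -1.31 and -0.72 when a library was left out. It was called without replicate 2 of the libraries labelled WT+ZnO NPs or replicate 2 of the libraries labelled KO+ZnO NPs. It was also called with DESeq2, with library size only, with at least 10 counts in every library and with the replicate number as a block. *Flg*, *Lor* and *Ivl*, transcripts of the epidermal barrier, were not called in KO against WT, with log2 fold changes of 1.63, 0.47 and 0.25. *Flg* was called there by DESeq2's Wald test with Benjamini-Hochberg adjustment on only the groups compared, at 1.64 (adjusted p of 0.00237, in a range of 0.00237 to 0.531 over 21 alternatives), and its KO and WT libraries did not overlap. The zinc response genes *Mt1* and *Mt2* rose by 1.68 and 2.15 on the log2 scale in the libraries labelled WT+ZnO NPs against WT, and by 2.42 and 2.59 in the libraries labelled KO+ZnO NPs against KO, and 45.9% of the 50-base stretches of *Mt2* occur in another gene. *Mt1* lost its call without replicate 1 or 3 of WT in the former (adjusted p of up to 0.0601 in the same test) and without replicate 2 or 3 of KO in the latter (up to 0.0591). *Mt2* lost its call without these libraries and without replicate 3 of the libraries labelled WT+ZnO NPs in the former (up to 0.0615) or replicate 2 of the libraries labelled KO+ZnO NPs in the latter (up to 0.0786). Both were also lost in the former with the Y-linked covariate and in the latter with edgeR on only the groups compared, which also lost *Cd68* there.

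*Gapdh*, the reference gene of the paper's qRT-PCR, ranged from 4.76 to 148 CPM, 31.2-fold over the libraries and 24.8-fold within WT. Reads shared with *Gapdh* pseudogenes were tested as an explanation: 25.1% of its 50-base stretches occur elsewhere, while the summed CPM of the 28 genes that share most sequence with it ranged 2.39-fold. Reads placed on several genes leave no trace in counts, so the sharing and a real difference in *Gapdh* cannot be told apart.

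The gene lists gave the following medians by camera with Benjamini-Hochberg adjustment, in the order of KO against WT, the libraries labelled WT+ZnO NPs against WT, and the libraries labelled KO+ZnO NPs against KO and against those labelled WT+ZnO NPs where 4 values are given. The melanocyte list (15 genes, 9 of them at 1 CPM or more in WT) was higher in KO against WT (median log2 fold change 1.90, adjusted p = 0.000155, 14 of 15 genes higher; 1.88 with the genes at the floor at their bound), in the libraries labelled WT+ZnO NPs against WT (4.70, 5.26e-06) and in the libraries labelled KO+ZnO NPs against KO (1.79, 0.00183), and lower against those labelled WT+ZnO NPs (-1.32, 0.000421). The immune cell list (18 genes) was lower in both ZnO NP comparisons, at -1.57 (6.16e-06) and -1.90 (4.39e-09) on the log2 scale, with 0 of 18 genes higher in either. It was higher in KO against WT (0.82, 0.0221; lost without replicates 2 or 3 of KO, at up to 0.0914) and in the libraries labelled KO+ZnO NPs against those labelled WT+ZnO NPs (0.95, 3.58e-05). The proliferation list (14 genes) rose in both ZnO NP comparisons (1.37, 0.000447, and 1.20, 1.33e-06) and was -0.33 (0.149) in KO against WT and -0.40 (0.0457) between the treated groups, lost with RLE factors at 0.0501 and with library size only at 0.0749. The last was called in 6 of the 12 fits with a library left out, and lost without replicate 2 or 3 of the libraries labelled WT+ZnO NPs, replicate 1 or 2 of KO and replicate 1 or 3 of the libraries labelled KO+ZnO NPs, at up to 0.429. The dermal fibroblast list (11 genes) was 1.14 (0.00131), -0.82 (0.230), -0.91 (0.00862) and 0.77 (0.00416) in the 4 comparisons, the third lost without replicate 3 of the libraries labelled KO+ZnO NPs at 0.0502 and the last without replicate 1 of those labelled WT+ZnO NPs at 0.0764.

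In the same order, the epidermal barrier list (18 genes) was 0.51 (adjusted p = 0.0653 by camera), -2.14 (0.00144), -1.08 (0.000155) and 1.44 (0.00669, and 0.629 at the highest without replicate 1 of the libraries labelled WT+ZnO NPs or replicate 1 of the libraries labelled KO+ZnO NPs), and the keratinocyte stress list (14 genes) 1.71 (0.0221, and 0.245 without replicate 2 of KO), -3.38 (0.00827; -3.09 with the genes at the floor at their bound), -2.46 (0.00109) and 2.45 (0.00213). The skeletal muscle list (17 genes) was -0.95 (0.00345) in KO against WT, 1.17 (0.0954) in the libraries labelled WT+ZnO NPs against WT and 0.150 as its adjusted p between the treated groups. The anagen hair follicle list (17 genes, 4 at 1 CPM or more in WT) was 9.99 (1.33e-06; 8.96 with genes at their bound) in KO against WT, -0.26 (0.400) in the libraries labelled KO+ZnO NPs against KO and -0.27 (0.0387, lost with RLE factors at 0.0542, with library size only at 0.244, and without replicate 2 or 3 of those labelled WT+ZnO NPs or replicate 2 or 3 of the libraries labelled KO+ZnO NPs at up to 0.663) against those labelled WT+ZnO NPs. The anagen list score was 4.32 and 2.09 in replicates 1 and 3 of KO. Replicate 2 of KO was at -4.43, near the WT libraries at -4.82, -5.61 and -4.80, and showed little of the rise. The glucocorticoid response list (13 genes) was 0.18 (0.789), 0.07 (0.532) and 0.83 (0.000155) outside the comparison of the libraries labelled KO+ZnO NPs with KO. The antioxidant enzyme list (14 genes) was -0.35 (0.0144), -0.57 (0.0728), 0.14 (0.505) and 0.34 (0.0874), the NF-kB target list (19 genes) 0.25 (0.715), -0.61 (0.0645, and 0.0455 with library size only), -0.77 (0.00862, and 0.0524 without replicate 1 of the libraries labelled KO+ZnO NPs) and -0.06 (0.938), and the muscle atrophy list (11 genes) 0.16 (0.327), -0.06 (0.532), 0.19 (0.532) and 0.43 (0.00588).

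The zinc response list (3 genes) was -0.01 (adjusted p = 0.820 by camera), 1.68 (0.0954), 2.42 (0.0503) and 0.42 (0.974), with 3 of 3 genes higher in both ZnO NP comparisons, and passed at 0.0368 against KO with library size only. The NRF2 target list (12 genes) was not called in any of the 4 comparisons (0.26, 0.07, -0.04 and 0.01, adjusted p of 0.715, 0.974, 0.762 and 0.775), and the adipocyte list (10 genes) in 1, the libraries labelled WT+ZnO NPs against WT, at -2.52 (0.0497, lost with RLE factors at 0.0501, and without replicate 2 or 3 of WT, replicate 1 or 3 of those labelled WT+ZnO NPs or replicate 1 of KO at up to 0.0856), with -0.78 (0.315), 0.11 (0.327) and 1.50 (0.345) in the others. The list of the genes the paper names (25 genes, 17 of them in another list) was -0.09 (0.762), -0.47 (0.0246), -0.22 (0.185) and 0.57 (0.0293, lost without replicate 1 or 3 of the libraries labelled WT+ZnO NPs or replicate 1 of the libraries labelled KO+ZnO NPs, at up to 0.0912). Calls were also gained with a library left out. In KO against WT these were the epidermal barrier list without replicate 1 of WT, replicate 3 of KO or replicate 1 or 3 of the libraries labelled KO+ZnO NPs (adjusted p down to 0.0213 by camera) and the proliferation list without replicate 1 of WT or replicate 3 of KO (down to 0.00514). In the libraries labelled WT+ZnO NPs against WT they were the NF-kB target list without replicate 3 of WT or replicate 2 of the libraries labelled WT+ZnO NPs (down to 0.00232), the antioxidant enzyme list without replicate 1 of WT (0.0391), the dermal fibroblast list without replicate 2 of the libraries labelled WT+ZnO NPs (0.0110), and the skeletal muscle list without that library or replicate 1 of the libraries labelled KO+ZnO NPs (down to 0.0129). In the libraries labelled KO+ZnO NPs against KO they were the zinc response list without any 1 WT library or replicate 3 of the libraries labelled KO+ZnO NPs (down to 0.00806) and the anagen list without replicate 1 of KO (0.0116). Between the treated groups the adipocyte list was higher in the libraries labelled KO+ZnO NPs without their replicate 2 (3.97e-08), whose list score was -3.51 against 1.05 and 0.88 in the others, and the skeletal muscle list was lower without replicate 2 of the libraries labelled WT+ZnO NPs or replicate 3 of those labelled KO+ZnO NPs (down to 0.00637). Of the 34 calls with the preset correlation, 9 held under fry: the paper-named list in the libraries labelled WT+ZnO NPs against WT and between the treated groups, the antioxidant list in KO against WT, the melanocyte, proliferation, immune cell and anagen lists in those labelled WT+ZnO NPs against WT, the immune cell list in the libraries labelled KO+ZnO NPs against KO, and the glucocorticoid list between the treated groups.

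Within the groups, 4 relations between list scores and genes were computed over the 12 libraries with 1296 permutations, and none passed the correction. For *Fkbp5* and the glucocorticoid response list, Pearson's r was 0.536 (permutation p = 0.0471, adjusted 0.102) and Spearman's rho 0.58 (permutation p = 0.0455, adjusted 0.091), with r = 0.539 without the 2 libraries farthest from the median. For the melanocyte and anagen lists, r was 0.685 (permutation p = 0.0571, adjusted 0.102) and rho 0.755 (permutation p = 0.0278, adjusted 0.091), with r = 0.697 without 2 libraries. For *Trim63* and the glucocorticoid response list, r was 0.596 (permutation p = 0.0764, adjusted 0.102) and rho 0.559 (permutation p = 0.0965, adjusted 0.129), with r = 0.781 without 2 libraries. For *Trim63* and the skeletal muscle list, rho was 0.392 (permutation p = 0.353), and r was 0.559 without 2 libraries. The Y-linked term was called for 27 genes, 6 of them on X or Y, with 1072 genes at an unadjusted p below 0.05.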
